# Transfer of extracellular vesicle‐microRNA controls germinal center reaction and antibody production

**DOI:** 10.15252/embr.201948925

**Published:** 2020-02-19

**Authors:** Lola Fernández‐Messina, Ana Rodríguez‐Galán, Virginia G de Yébenes, Cristina Gutiérrez‐Vázquez, Sandra Tenreiro, Miguel C Seabra, Almudena R Ramiro, Francisco Sánchez‐Madrid

**Keywords:** antibody production, exosomes, extracellular vesicles, germinal center (GC) reaction, microRNAs, Immunology, Membrane & Intracellular Transport, RNA Biology

## Abstract

Intercellular communication orchestrates effective immune responses against disease‐causing agents. Extracellular vesicles (EVs) are potent mediators of cell–cell communication. EVs carry bioactive molecules, including microRNAs, which modulate gene expression and function in the recipient cell. Here, we show that formation of cognate primary T‐B lymphocyte immune contacts promotes transfer of a very restricted set of T‐cell EV‐microRNAs (mmu‐miR20‐a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p) to the B cell. Transferred EV‐microRNAs target key genes that control B‐cell function, including pro‐apoptotic BIM and the cell cycle regulator PTEN. EV‐microRNAs transferred during T‐B cognate interactions also promote survival, proliferation, and antibody class switching. Using mouse chimeras with Rab27KO EV‐deficient T cells, we demonstrate that the transfer of small EVs is required for germinal center reaction and antibody production *in vivo,* revealing a mechanism that controls B‐cell responses via the transfer of EV‐microRNAs of T‐cell origin. These findings also provide mechanistic insight into the Griscelli syndrome, associated with a mutation in the Rab27a gene, and might explain antibody defects observed in this pathogenesis and other immune‐related and inflammatory disorders.

## Introduction

Antigen‐driven immune contacts between B lymphocytes and T lymphocytes are required to trigger the germinal center reaction (GC) that gives rise to high‐affinity antibodies. This process plays a pivotal role in the development of humoral immunity, and its deficiency leads to immune‐related pathologies. Among primary immune deficiencies, antibody production‐related diseases are the most frequent and clinically relevant 1. Communication between immune cells coordinates an effective immune response to eliminate pathogens while maintaining physiological homeostasis. Information travels through cell contact‐dependent and cell contact‐independent mechanisms. These mechanisms must ensure the transfer of information, usually biomolecules, between neighboring and distant cells. A classical example of a contact‐dependent mechanism is the formation of immune synapses (IS), while contact‐independent mechanisms include the release of cytokines and extracellular vesicles (EVs). In recent years, EVs have emerged as key modulators of cell signaling. EVs include vesicles of endosomal origin called exosomes. EVs carry lipids, proteins, and nucleic acids, in particular small RNA species such as microRNAs (miRNAs), which regulate gene expression in recipient cells 2.

The IS is a highly specialized platform that enables contact‐dependent information exchange between a T lymphocyte and an antigen‐presenting cell (APC). Our previous work showed that IS formation promotes the polarized transfer of EVs from the T cell to the APC. T cell‐origin EVs are enriched in the T‐cell receptor (TCR) 3 and functional miRNAs that down‐modulate specific target mRNAs in the recipient APC 4. Although most studies of the IS have focused on T‐cell activation and function, several reports indicate that IS formation induces changes in the APC that appear to be important for regulating the immune response. Specifically, dendritic cell apoptosis is decreased after IS formation through a mechanism that depends on NF‐κB and FOXO1 5. Recently, we demonstrated that post‐synaptic dendritic cells acquire antiviral features after receiving mitochondrial DNA from T cell‐derived vesicles through the IS 6.

In the case of B cells, interactions with CD4^+^ T cells are critical to trigger the germinal center (GC) response. In the dark zone of GCs, B cells engage in intense proliferation coupled to somatic hypermutation (SHM). In the light zone, higher affinity B‐cell clones generated by SHM are competitively selected by interaction with follicular T helper cells. In addition, GC B cells can exchange their primary immunoglobulin (Ig) IgM/IgD B‐cell receptors by class switch recombination (CSR), giving rise to B cells with specific Ig isotypes and therefore specialized effector functions. As a result of these events, the GC produces high‐affinity antibody‐secreting plasma cells and long‐lived memory B cells 7.

MiRNAs play an important role in the regulation of B lymphocyte development, maturation, and function, including B‐cell activation, malignant transformation, the generation of GC B cells, and antibody production 8, 9.

In this study, we investigated the effects of EV transfer from CD4^+^ T cells to B lymphocytes during IS formation, focusing on miRNA delivery and the impact of transferred miRNAs on the fate and function of recipient B cells. Using an *in vitro* model that enables IS formation between OVA‐specific OT‐II CD4^+^T cells and miRNA‐deficient DICER‐KO B cells, we identified 3 EV‐miRNAs that are shuttled from the T cell to the B cell in the context of the IS and contribute to CSR and proliferation in post‐synaptic B cells. In addition, we found that T to B EV transfer is critical for GC progression and antibody secretion *in vivo*. Our results provide mechanistic insight into a novel mode of regulating B‐cell adaptive immune responses based on T‐cell EV‐miRNA transfer during IS formation, which may be involved in immune maladies associated with abnormal antibody production. A better understanding of the mechanisms underlying GC reaction dynamics may pave the way to new therapeutic strategies to modulate humoral responses.

## Results and Discussion

### IS formation promotes class‐switch, proliferation, and survival of B lymphocytes

To assess whether miRNAs are specifically transferred from the CD4^+^ T cell to the B lymphocyte during IS formation and potentially impact B‐cell fate and function, the following model was established. Briefly, we co‐cultured CD4^+^ T cells isolated from OT‐II mice (which express an OVA‐specific transgenic T‐cell receptor) with pre‐activated B cells from CD19‐Cre^Ki/+^ Dicer^fl/fl^ mice (DICER‐KO). The B cells in these mice are DICER‐deficient and thus unable to produce mature miRNAs, allowing identification of exogenously transferred miRNAs after IS formation (Fig EV1A). Formation of a functional, mature IS in the presence of OVA peptide, hereafter OVA, was assessed by confocal microscopy (Fig 1A), revealing an increase in the percentage of B cells forming conjugates, TCR, and actin recruitment to the contact zone between the CD4^+^ T cell and the B lymphocyte, and polarization of the T‐cell microtubule‐organizing center (MTOC) toward the IS (Fig 1B–E).

**Figure EV1:**
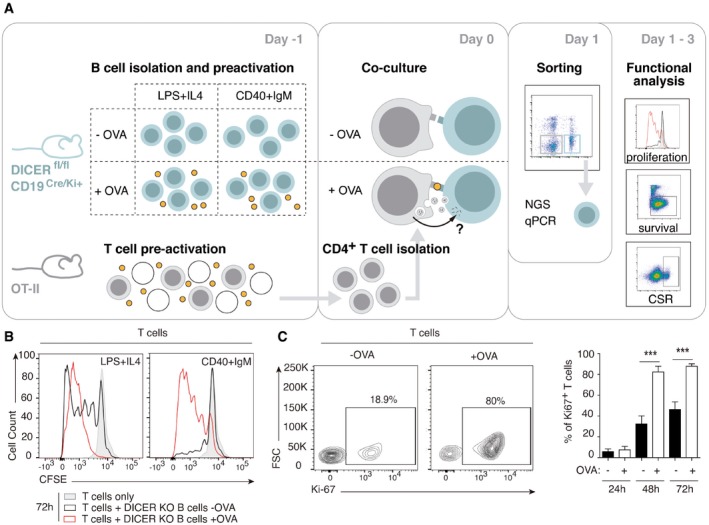
DICER‐KO B cells form mature IS with OT‐II‐isolated CD4^+^ T cells in the presence of OVA AModel of IS *in vitro* formation between DICER‐KO B cells and OTII‐derived CD4^+^ T cells.B, CRepresentative flow cytometry analysis of CD4^+^ T‐cell proliferation assessed by Ki67 expression (B) and CFSE labeling of T cells (C) in the presence or absence of OVA after 72 h co‐culture with DICER‐KO B cells. Bar charts represent the Mean values ± SEM of at least four independent experiments. Significance was assessed by paired Student's *t* test comparing the OVA and NO OVA conditions; *P < 0.05.

**Figure 1:**
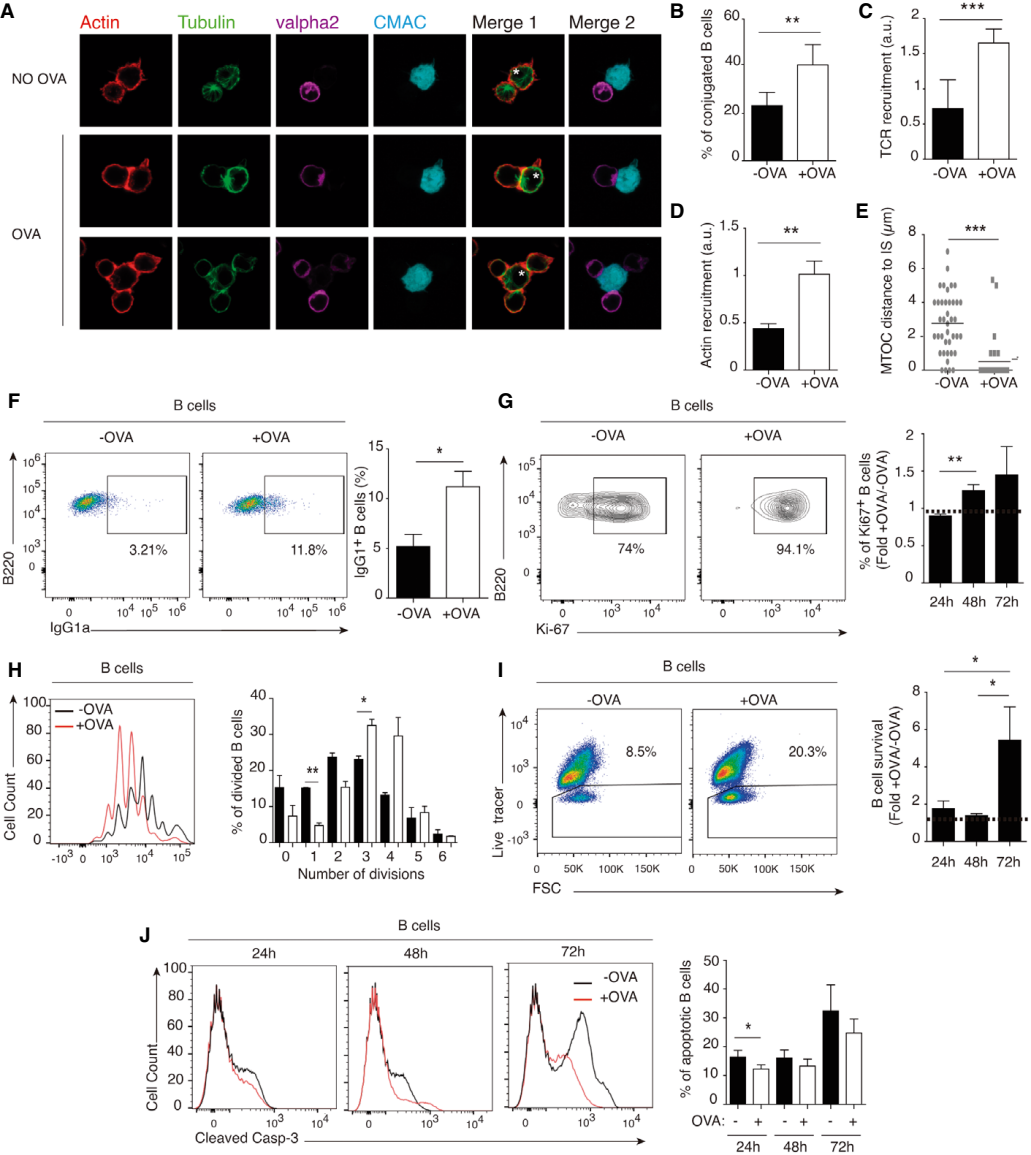
Mature IS formation between DICER‐KO B cells and OT‐II T cells promotes class switching, proliferation, and survival DICER‐KO B cells were co‐cultured for 24 h with OTII‐derived T cells in the presence or absence of OVA.
ARepresentative confocal microscopy images of CMAC‐stained conjugates formed between B lymphocytes (isolated from DICER‐KO mouse splenocytes and pre‐activated with a mixture of LPS plus IL‐4) and CD4^+^ T cells (from OVA‐specific OT‐II transgenic mice); conjugates were formed either in the presence or in the absence of OVA. A representative experiment of at least three independent experiments is shown.B–EQuantification of three representative experiments as in (A), showing the percentage of B cells forming conjugates (B), the accumulation at the IS of the TCR (C) and actin (D) at the IS, and the distance from the CD4^+^ T‐cell MTOC to the contact site with the B cell (E). Conjugates were assessed using the ImageJ plug‐in for IS analysis, and MTOC–B‐cell distance was measured with Imaris analysis software. Bar charts are representative of the mean of *n* ≥ 7 cells analyzed ± SEM from at least 3 independent experiments. Significance was assessed by unpaired Student's *t*‐test; *P < 0.05, **P < 0.01, ***P < 0.001.F–JFlow cytometry analysis of B lymphocytes co‐cultured with OT‐II isolated T cells in the presence or absence of OVA, showing (F) IgG1 expression after 24 h of co‐culture, (G and H) B‐cell proliferation after 24, 48 and 72 h co‐culture (Ki67 expression in live B cells and cell violet tracer dilution, respectively), (I) survival (staining with the live marker DAPI), and (J) apoptosis (cleaved Caspase‐3 expression) 24, 48 and 72 h after IS formation.Data information: Dot plots are representative of ≥ 4 independent experiments 48 h after IS formation, and bar charts show mean values ± SEM of at least three independent experiments at the indicated time points. Significance was assessed by paired Student's *t*‐test; *P < 0.05, **P < 0.01, ***P < 0.001.

To analyze the effects on B‐cell activation and class switch recombination (CSR) *in vitro*, we used alternative B‐cell stimuli before co‐culture: LPS plus IL‐4 to activate Toll‐like receptors or CD40 plus IgM to engage the B‐cell receptor (Fig EV1A). OT‐II T:B cell co‐culture in the presence of OVA boosted T‐cell proliferation in both setups, especially in the LPS plus IL‐4 condition (Fig EV1B and C). Co‐culture also affected B cells, with the number of IgG1‐expressing B cells significantly increased after 24 h OVA exposure (Fig 1F). Importantly, co‐culture with OT‐II T cells and OVA increased the percentage of proliferating B cells, as measured by Ki67 staining and cell violet tracer dilution (Fig 1G and H) as well as B lymphocyte survival 72 h after IS (Fig 1I), correlating with a lower percentage of apoptotic B cells, expressing cleaved caspase‐3 (Fig 1J). Thus, the formation of a mature IS promoted CSR to the IgG1 class and promoted B‐cell survival and proliferation *in vitro*.

### IS‐dependent transfer of a specific set of miRNAs from the T to the B lymphocyte

Sequencing of the small RNA content in DICER‐KO B cells after T‐cell co‐culture identified a very restricted set of 6 miRNAs significantly increased in B cells upon IS formation in the presence of OVA (Fig 2A and B, Dataset EV1). The transfer of such a specific set of miRNAs implies either that shuttled EVs bear only these specific miRNAs or more likely, that these miRNAs, which may be important for B‐cell function, are stabilized in post‐synaptic B cells, while the rest are degraded and/or expelled.

**Figure 2:**
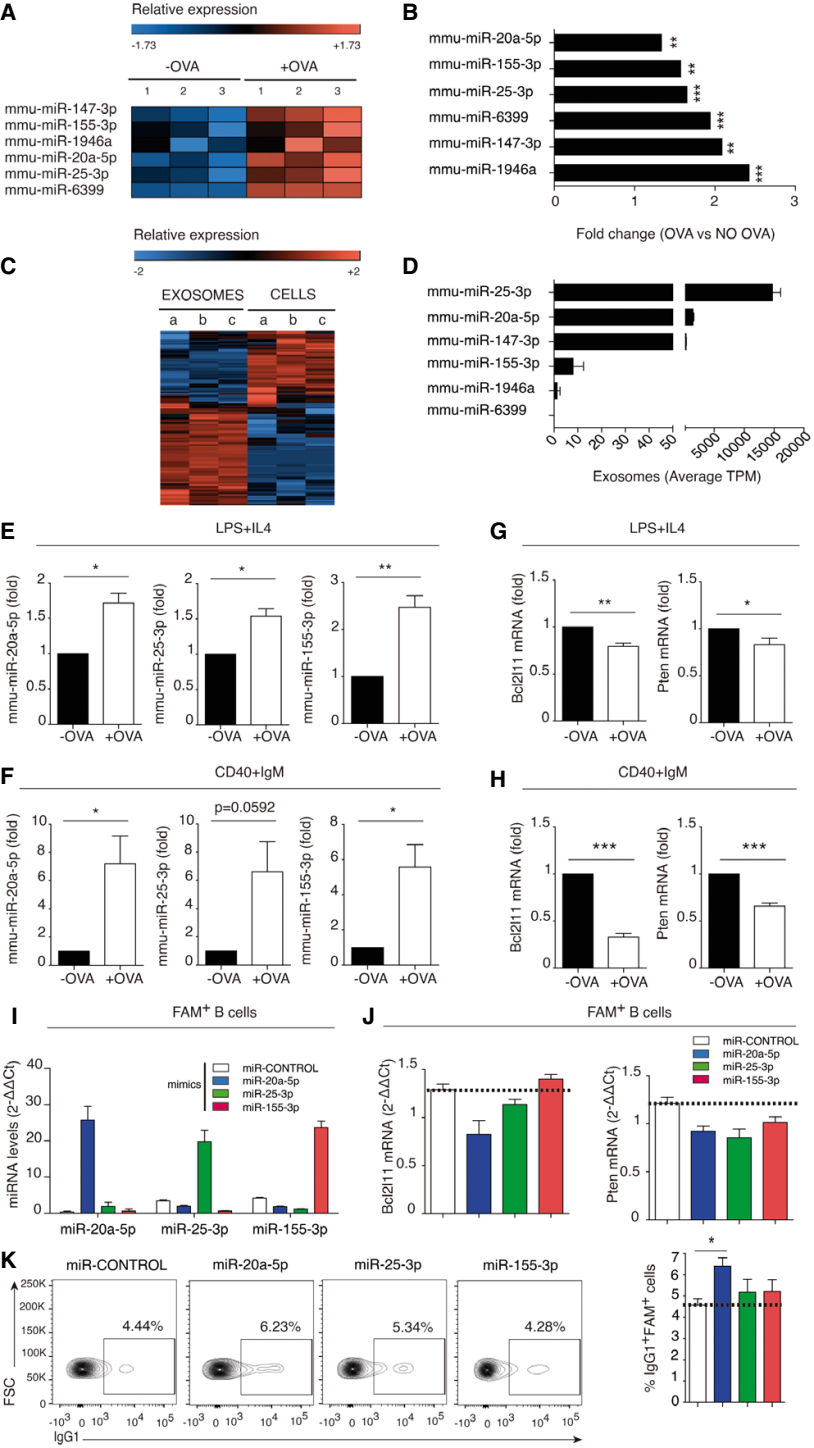
mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p are transferred during IS and correlate with BIM and PTEN down‐modulation in B lymphocytes CD4^+^ T and DICER‐KO B cells were co‐cultured for 24 h with or without OVA, and flow cytometry‐sorted B cells were analyzed by small RNA next‐generation sequencing (NGS).
AHeat map showing miRNAs significantly upregulated in B cells after co‐culture with T cells in the presence of OVA. Data are from three independent experiments (samples 1–3), and only miRNAs with an adjusted *P* < 0.02 are shown.BFold increase in the B‐cell content of upregulated miRNAs in the presence of OVA; *P < 0.05, **P < 0.01, ***P < 0.001.CHeat map showing NGS analysis of miRNAs differentially expressed in activated WT C57BL/6 CD4^+^ T cells and their secreted exosomes. Data are from three independent experiments (samples a–c), and only miRNAs with an adjusted *P* < 0.02 are shown.DMean tags per million (TPMs) for the differentially expressed miRNAs under study in exosomes from activated CD4^+^ T cells. Bars represent the mean ± SEM.E, FQuantitative real‐time PCR of upregulated miRNAs after co‐culture of OT‐II derived CD4^+^ T cells with DICER‐KO B cells activated either with LPS+IL‐4 (E) or with CD40+IgM (F). Bars represent the mean ± SEM of at least three independent experiments, and data were obtained by the 2^−∆∆Ct^ method using Biogazelle software. Results are expressed as a proportion of the miRNA expression in non‐OVA containing co‐cultures, with normalization to the small nucleolar RNAs RNU1A1 and RNU5G.G, HQuantitative real‐time PCR showing the expression of down‐modulated mRNA targets upon IS formation between OT‐II CD4^+^ T cells and DICER‐KO B cells pre‐activated with either LPS+IL‐4 (G) or CD40+IgM (H). Results are the means ± SEM of at least four independent experiments and are expressed as a proportion of mRNA expression in the non‐OVA condition, with normalization to GAPDH.I, JFluorescently tagged mimics of the miRNAs mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p were nucleofected into activated B lymphocytes from C57/BL6 mice. Quantitative real‐time PCR showing expression of nucleofected miRNA mimics in FACS‐sorted FAM^+^ B cells with normalization to RNU1A1 and RNU5G (I); and Bcl2l11 and Pten mRNA targets in mimic‐nucleofected B cells with normalization to GAPDH (J). A representative experiment is shown of 4 performed, and bar charts summarize the mean ± SEM. Significance was assessed by paired Student's *t*‐test comparing the plus and minus OVA conditions; *P < 0.05, **P < 0.01, ***P < 0.001.KFlow cytometry analysis of mimic‐nucleofected B lymphocytes. Dot‐plots show B220^+^ IgG1^+^ B cells 48 h after mimic nucleofection from at least four independent experiments, and bar charts show mean values ± SEM of four independent experiments.Data information: Significance was assessed by the Student's *t*‐test comparing the OVA and NO OVA conditions; *P < 0.05, **P < 0.01, ***P < 0.001.

We focused on the 3 miRNAs conserved in humans: mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p (Fig EV2A). It is worthwhile mentioning that, although we focused on the upregulated miRNAs identified in our study, it is likely that other T‐cell EV‐miRNAs may also have a role in recipient B lymphocytes. Although DICER‐KO B cells can retain low levels of miRNAs, as previously described 10, 11, small RNA sequencing revealed that the increased levels of mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p were only found after IS formation (Fig EV2C). In addition, we observed no changes in residual Dicer expression in DICER‐KO B cells upon OVA exposure (Fig EV2B). Moreover, in the absence of T‐cell contact, B cells from DICER‐KO (CD19Cre^Ki/+^ Dicer^fl/fl^) mice showed very low levels of mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p (Fig EV2D) both before and after stimulation with LPS and IL‐4. Also, mmu‐miR‐20a‐5p and mmu‐miR‐155‐3p increased upon LPS+IL‐4 B‐cell stimulation in WT B lymphocytes but not in DICER‐KO B cells, while mmu‐miR‐25‐3p was downregulated after stimulation, in agreement with previously published data 12. Thus, miRNA upregulation in DICER‐deficient B cells cannot be attributed to B‐cell stimulation, and instead is triggered by the OVA‐specific IS.

**Figure EV2:**
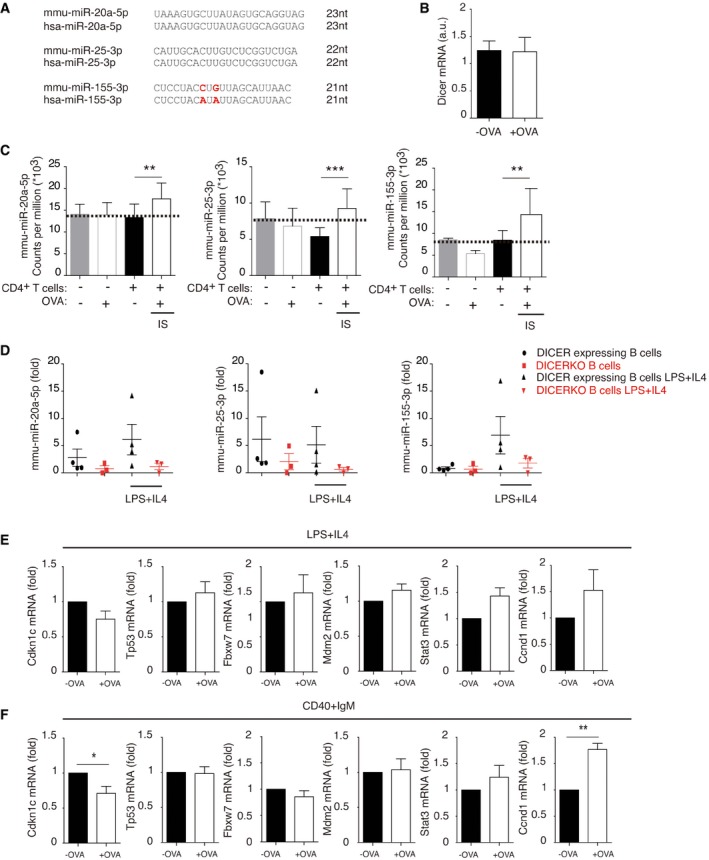
Transfer of specific miRNAs and regulation of predicted mRNA targets after IS formation ASequence alignment of mouse and human miR‐20a‐5p, miR‐25‐3p, and miR‐155‐3p.BQuantitative RT–PCR of DICER mRNA levels in our experimental conditions in the absence or presence of OVA. Bar chart shows the mean mRNA levels from *n* ≥ 3 independent experiments ± SEM.CTotal counts per million of upregulated microRNAs from small RNA sequencing data. Bar charts show the mean counts per million from three independent experiments. Significance was assessed by comparing *P*‐values, which were adjusted with the Benjamini and Hochberg method, and the threshold for changes in small RNA expression was set to adjusted *P* < 0.2; *P < 0.05, **P < 0.01, ***P < 0.001.DQuantitative RT–PCR showing miRNA levels of DICER‐KO CD19Cre^Ki/+^ Dicer^fl/fl^ and DICER‐expressing CD19Cre^Ki/+^ Dicer^fl/+^ either untreated or activated for 16 h with a mixture of LPS and IL‐4. Data were normalized to RNU1A1 and RNU5G. Bar chart shows the mean mRNA levels from *n* ≥ 3 independent experiments ± SEM.E, FQuantitative RT–PCR of putative selected targets (from *in silico* analyses) after cognate immune interactions between isolated DICER‐KO B cells pre‐activated with LPS+IL‐4 (E) or CD40+IgM (F), and OTII T lymphocytes in the presence or absence of OVA. Bar chart shows the mean mRNA levels from *n* ≥ 3 independent experiments ± SEM.Data information: Significance was assessed by paired Student's *t*‐test comparing the OVA and NO OVA conditions; *P < 0.05, **P < 0.01, ***P < 0.001.

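RNA of T cell blasts and of the small EVs they secreted was analyzed by small RNA NGS, with 3 libraries of cells and 3 of small EVs, numbered 1, 2 and 5 in both groups. Blasts were grown from splenocytes of wild-type C57BL/6 mice aged 8 to 12 weeks with 2 μg/ml concanavalin A, a lectin that activates T cells, and after 36 h with 50 U/ml IL-2. Small EVs were pelleted from the medium of cultures at day 6, with a last spin at 100000 g, and libraries were read as single reads of 75 bp. The methods and the sample labels describe stimulated total splenocytes, whereas Dataset EV2 and the legend of Fig 2C describe CD4+ T cells, so these libraries are called T cell blasts here. The authors trimmed adaptors with Cutadapt, aligned the reads to mature mouse miRNAs, quantified them with RSEM and deposited CPM, a read count scaled to library size, normalized by the TMM method of edgeR, for 451 miRNAs. The deposited values are whole multiples of a fixed step in each library, which gives back the numbers of reads. T cell blasts 1, 2 and 5 had 275708, 279737 and 236432 reads over the listed miRNAs, and small EVs 1, 2 and 5 had 463498, 433602 and 261393. A value of 3 reads, the limit that a count of 0 allows, was worth 11.0 to 14.4 CPM in a library of cells and 6.28 to 10.4 CPM in a library of small EVs, for counting error only. Groups were compared with limma on the scale of log2(CPM + 1), where the values of rare miRNAs depend on the pseudocount. The main fit did not use the replicate number as a block. Its threshold was an adjusted p of 0.2 (Benjamini-Hochberg), that of the methods. A single miRNA, mmu-miR-5099, took 12.4 to 14.2% of the summed CPM in libraries of cells and 1.88 to 4.16% in those of small EVs, so the scaling between libraries can move the fold changes of the other miRNAs.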

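T cell blasts and small EVs shared most of their abundant miRNAs, and small EVs also held miRNAs that were nearly undetected in the cells. Of the 10 most abundant miRNAs in each group, 9 were the same. They were led by mmu-miR-92a-3p, which is listed both in the miR-17~92 cluster and in that of miR-106a and miR-363. It had 153280 ± 13649 CPM (SD, n = 3) in cells and 138875 ± 6237 CPM (SD, n = 3) in small EVs. The correlation of the group means across the 451 miRNAs was 0.87 (Spearman) and 0.93 (Pearson), and single libraries correlated at 0.83 to 0.87 between the groups, 0.90 to 0.93 among cells and 0.92 to 0.94 among small EVs (Spearman). These are correlations across miRNAs, which are not independent replicates. In limma, 95 miRNAs were higher and 56 were lower in small EVs at the threshold, and 300 did not pass it. With each library rescaled to the miRNAs that hold under 5% of every library, 81 were higher and 78 lower. The largest increases were those of mmu-miR-143-3p, a miRNA of smooth muscle and fibroblasts, with 3.69 ± 3.67 CPM (SD, n = 3) in cells and 599 ± 125 CPM (SD, n = 3) in small EVs, and of mmu-miR-10b-5p, encoded among the Hoxd genes on chromosome 2 of GRCm38 from 74726070 to 74726137, with 24.7 ± 7.76 and 3131 ± 1048 CPM. The first rested on 3 reads in all cells together against 757 in small EVs, a ratio of 154 with a 95% counting interval of 52.6 to 751. All 11 measured miRNAs of a stromal and endothelial list were higher in small EVs (11 adjusted over the list alone), as were all 6 of a red cell list (6 over the list alone) and 6 of 7 of the imprinted Dlk1-Dio3 cluster (6 over the list alone). Their adjusted p in camera was 9.8e-09, 0.00012 and 0.0012, and 0.0968, 0.0968 and 0.109 with an estimated correlation. Only 3, 2 and 1 of these members had more than 3 reads in the cells, and 13 of all 24 had none there. All deposited miRNAs reached 1 CPM in at least 3 libraries, so members without cell reads had reads in all 3 small EV libraries. The direction of these 13 was thus fixed by that filter, and the counts and camera tests of these lists are not independent of it. Only 7 of 33 miRNAs on the Dlk1-Dio3 list were measured, and at a mean of at least 10 CPM the lists kept 6, 2 and 2 members. With members that had no reads in cells set at 3 reads over the cell group, the median log2 ratios of these lists were 1.89, 1.44 and 2.17. Of 10 lymphoid miRNAs, 6 were higher, 2 lower and 2 did not pass (6 and 2 adjusted over the list alone). With the replicate number as a block 6 were higher and 3 lower. Only 5 were higher without small EVs 1 or with libraries rescaled to miRNAs under 5%, and 4 without small EVs 2. Among the lymphoid miRNAs mmu-miR-342-3p, from an intron of Evl, had 2348 ± 308 CPM (SD, n = 3) in cells and 20575 ± 3561 CPM (SD, n = 3) in small EVs. Another, mmu-miR-142a-5p, a miRNA of blood cells, fell from 62334 ± 5728 to 29849 ± 4474 CPM (adjusted p = 0.00416, limma). Of 14 miRNAs of lymphocyte activation, 5 were higher, 1 was lower and 8 did not pass (5 and 1 adjusted over the list alone). With the replicate number as a block 6 were higher and 4 lower. The counts were 5 and 3 without T cell blasts 1, and 7 and 1 without T cell blasts 5. The 5 of the main fit included mmu-miR-155-5p (log2 fold change 1.29, standard error 0.22, adjusted p = 0.0063, limma) and mmu-miR-146a-5p (1.71, standard error 0.15, adjusted p = 0.00042). Neither of the last 2 lists passed in camera (adjusted p = 0.441 and 0.454, and 0.881 for both with an estimated correlation). Among miRNAs with at least 50 CPM in cells, the largest decreases were those of mmu-miR-92a-1-5p (log2 fold change -2.73, standard error 0.38), mmu-miR-210-5p (-2.57, standard error 0.40) and mmu-miR-27a-5p (-2.45, standard error 0.51), and mmu-miR-5099 fell from 141132 ± 11598 to 31101 ± 12215 CPM (SD, n = 3 each).

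**Figure D1:**
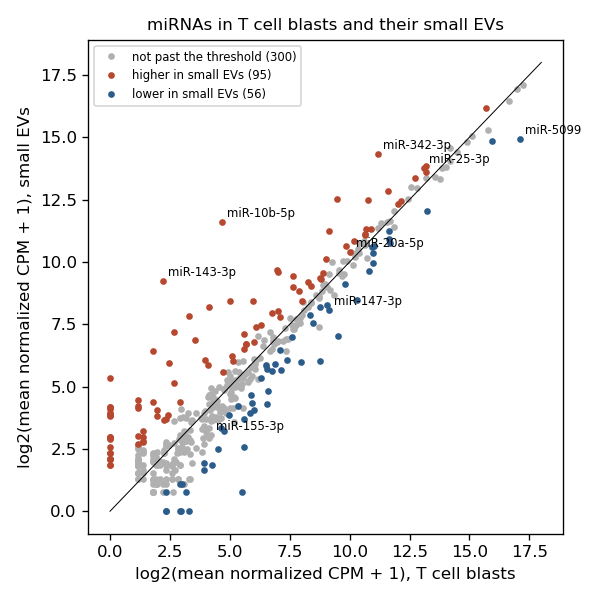
Mean normalized CPM of each miRNA in T cell blasts (x axis) and small EVs (y axis), both as log2(CPM + 1) over 3 libraries, with the line of equal values. Red points are the 95 miRNAs higher and blue points the 56 lower in small EVs, and mmu-miR-143-3p and mmu-miR-10b-5p lie far above the line.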

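Of the 6 miRNAs transferred to B cells, 4 were among the 451 measured, and mmu-miR-1946a and mmu-miR-6399 were not analysed here. The most abundant was mmu-miR-25-3p, with 8786 ± 1159 CPM (SD, n = 3) in T cell blasts and 13813 ± 1782 CPM (SD, n = 3) in their small EVs. Its level was followed by that of mmu-miR-20a-5p, with 1070.3 ± 160.5 CPM (SD, n = 3) in cells and 1354 ± 169.6 CPM (SD, n = 3) in small EVs, and by that of mmu-miR-147-3p, with 563 ± 351 and 265 ± 61.6 CPM. By contrast, mmu-miR-155-3p, the minor arm of the miR-155 precursor, had 17.6 ± 12.3 CPM in cells, from 5, 8 and 1 reads in blasts 1, 2 and 5, and 7.42 ± 6.99 CPM in small EVs, from 4, 0 and 4 reads. A difference between the groups did not pass in limma. Mature mmu-miR-20a-5p (UAAAGUGCUUAUAGUGCAGGUAG, as in Fig EV2A) lies on chromosome 14 of GRCm38 from 115044183 to 115044205, in the Mir20a precursor within the noncoding host gene Mir17hg. Mature mmu-miR-25-3p (CAUUGCACUUGUCUCGGUCUGA) lies on chromosome 5 from 138165332 to 138165353, on the minus strand, in the Mir25 precursor within the protein-coding gene Mcm7. Mature mmu-miR-155-3p (CUCCUACCUGUUAGCAUUAAC) lies on chromosome 16 from 84714182 to 84714202, in the Mir155 precursor within Mir155hg. The Mir147 precursor lies on chromosome 2 from 122640803 to 122640881, within the protein-coding gene AA467197. All 4 precursors overlap an exon of some annotated transcript of their host gene, which does not show that they are exonic in its main transcript. 

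**Figure D2:**
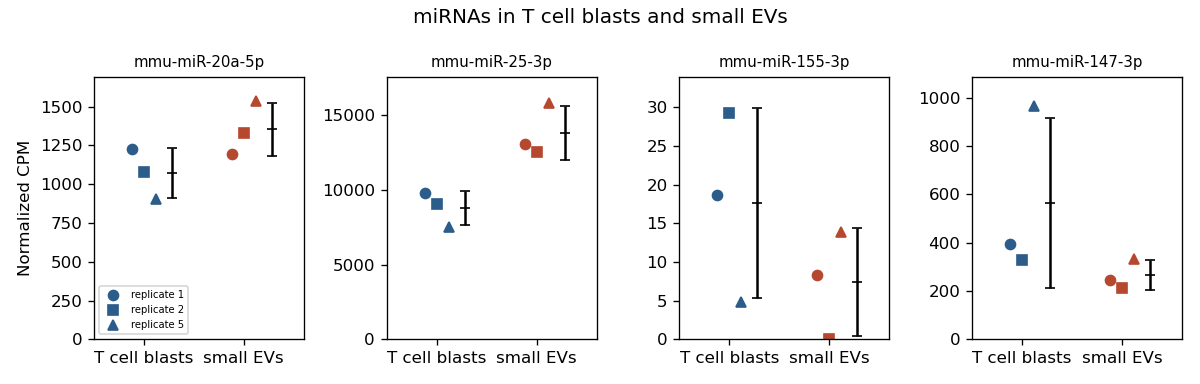
Normalized CPM of mmu-miR-20a-5p, mmu-miR-25-3p, mmu-miR-155-3p and mmu-miR-147-3p in each library of T cell blasts and small EVs (n = 3 each), with circles for replicate 1, squares for replicate 2 and triangles for replicate 5. Dashes with bars give the mean and SD, and axes start at 0; for mmu-miR-25-3p, small EVs lie at 12523 CPM or above and cells at 9769 CPM or below.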

Importantly, these miRNAs are expressed in activated T cells from wild‐type C57BL/6 mice and in their secreted small EVs (Fig 2C and D, Dataset EV2). Mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p could also be detected in small EVs derived from OT‐II CD4^+^ T‐cell cultures, isolated from CD63‐ and CD81‐expressing size‐exclusion chromatography fractions and ultracentrifuged supernatants but not in culture medium alone, excluding possible serum contaminations in these samples (Fig EV3). The bias of small RNA sequencing protocols for particular miRNAs should be taking into account when analyzing the EV‐enrichment scores (Fig EV2A).

**Figure EV3:**
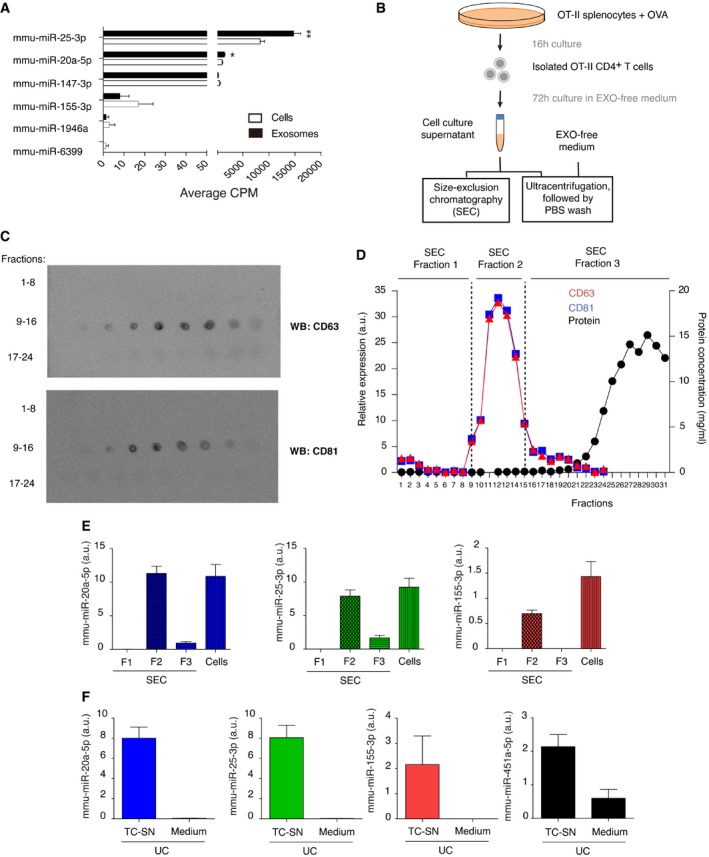
Mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p are detected in OT‐II CD4+ T cell‐derived EVs AMean counts per million (CPM) analyzed by small RNA NGS of the 6 differentially expressed miRNAs after IS formation in cell and EV fractions of mouse lymphoblast cultures. Bar charts show the mean of three independent experiments ± SEM. Significance was assessed by unpaired Student's *t* test comparing the exosomal and cellular miRNA content; *P < 0.05, **P < 0.01.BSchematic representation of the two protocols used for small EV isolation.CDot plot of size‐exclusion chromatography fractions with anti‐CD63 and anti‐CD81 antibodies.DRepresentation of the different fractions relative expression of CD63 and CD81, assessed by Image Gauge software analysis of dot‐plots, and protein concentration measured by Nanodrop. SEC fractions 1, 2, and 3 were pooled and ultracentrifuged at 100,000 *g* for miRNA content analysis by qPCR.EQuantitative RT–PCR of mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p expression in SEC fractions and secreting cells, normalized to UniSp6 spike‐in. Bar charts show the mean ± SEM of a representative experiment from two independent experiments performed.FQuantitative RT–PCR showing miRNA levels in medium and OT‐II CD4^+^ T cell‐derived small EVs obtained by ultracentrifugation, normalized to UniSp6 spike‐in. Bar charts show the mean ± SEM of a representative experiment from two independent experiments performed.

Quantitative real‐time PCR (qRT–PCR) of mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p confirmed increased content after IS formation in DICER‐KO B‐cells pre‐activated with LPS plus IL‐4 (Fig 2E) and especially after pre‐activation with CD40 plus IgM (Fig 2F). 

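In small EVs, mmu-miR-25-3p had a log2 fold change of 0.65 over T cell blasts (standard error 0.16, adjusted p = 0.0253, limma), and its value was higher in each small EV library than in each library of cells (exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 allow). The log2 fold change of mmu-miR-20a-5p was 0.34 (standard error 0.17, adjusted p = 0.216, limma), with 1198 to 1535 CPM in small EVs and 905 to 1225 CPM in cells, so the groups overlapped (exact permutation test, 2-sided p = 0.2). Its adjusted p was 0.188 with the replicate number as a block, 0.141 without T cell blasts 1, 0.191 with median-of-ratios size factors and 0.105 with libraries rescaled to an equal sum. Unlike these, mmu-miR-147-3p was lower in small EVs (log2 fold change -0.94, standard error 0.40, adjusted p = 0.157, limma; exact permutation test, 2-sided p = 0.2). It did not pass without T cell blasts 5 (adjusted p = 0.220) or without small EVs 1, 2 or 5 (0.342, 0.365 and 0.209), or with libraries rescaled to an equal sum (0.217), whereas with the replicate number as a block its adjusted p was 0.0108. The log2 fold change of mmu-miR-155-3p was -1.54 (standard error 1.13, adjusted p = 0.427, limma; exact permutation test, 2-sided p = 0.3) and ranged from -2.30 to -0.36 without one library, with an adjusted p of 0.172 in edgeR on the recovered reads with the block. Of the 4 measured miRNAs of this set, chosen by the study in B cells, 1 was higher, 1 lower and 2 did not pass (2 higher and 1 lower adjusted over the list alone). In the miR-17~92 cluster, which holds mmu-miR-20a-5p, 1 of 11 measured members was higher, 2 were lower and 8 did not pass (the same counts adjusted over the list alone). The member that rose was mmu-miR-19a-3p (0.48, standard error 0.14). In the miR-106b~25 cluster, which holds mmu-miR-25-3p, 1 of 6 members was higher, 1 was lower and 4 did not pass, and the member that fell was the other arm of the same precursor, mmu-miR-25-5p, with 56.4 CPM in cells and 14.2 CPM in small EVs (adjusted p = 0.0695, limma, and 0.206 without small EVs 5). In the related cluster of miR-106a and miR-363, 2 of 9 members were higher, mmu-miR-20b-5p (0.63, standard error 0.17) and mmu-miR-106a-5p (0.42, standard error 0.18), and 1 was lower, with the same counts over each of these lists alone. Both mmu-miR-19b-3p and mmu-miR-92a-3p are counted in this cluster and in miR-17~92. The call of mmu-miR-106a-5p was lost with libraries rescaled to miRNAs under 5% (adjusted p = 0.445), without T cell blasts 2 (0.409) and without small EVs 1 or 5 (0.273 and 0.304), and in edgeR and DESeq2 on the recovered reads (0.214 and 0.312). The counts of these clusters depend on the scaling: with libraries rescaled to an equal sum, miR-17~92 had 3 higher and 2 lower, miR-106b~25 had 2 and 1, and the miR-106a and miR-363 cluster had 4 and 1, and with libraries rescaled to miRNAs under 5% they had 1 and 3, 1 and 2, and 1 and 2. With the replicate number as a block, miR-17~92 had 2 and 2 and the other 2 did not change. Values of these clusters had been seen when the lists were set. The paper relates the higher levels of mmu-miR-25-3p and mmu-miR-20a-5p in EVs to mechanisms that sort miRNAs into EVs.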

Mmu‐miR‐20a‐5p and mmu‐miR‐25‐3p were significantly more abundant in EVs than in their secreting cells (Fig EV3A), in agreement with the existence of specific mechanisms for miRNA sorting into EVs 13, 14. Accordingly, the 3 identified miRNAs are upregulated in CD4^+^ activated T cells and effector T‐cell subsets and are expressed in follicular helper T cells 12, 15. A recent report indicates that abundance of these miRNAs also increases during differentiation to antibody‐producing plasma B lymphocytes in humans 16. Activated B lymphocytes also secrete miRNA‐containing EVs. However, given the low levels of mature miRNAs in DICER‐KO B cells (Fig EV2) and previous work demonstrating the unidirectionality of IS‐dependent EV transfer 4, we have focused our study on EVs released by T lymphocytes.

*In silico* target analyses for these miRNAs identified putative mRNA targets with pro‐apoptotic effects, for example, BCL2L11 (BIM). The prediction algorithms also identified molecules that participate in B‐cell homeostasis downstream of BCR signaling, for example, Pten, and several cell cycle regulators, including Tp53 and CCND1 and cyclin‐dependent kinases, with important roles in GC reaction, such as CDKN1C/p57 17 (Appendix Table S1).

qRT–PCR experiments revealed that some of these putative target mRNAs were downregulated upon IS formation in the presence of OVA (Figs 2G and H, and EV2E and F). In particular, increased miRNA transmission correlated with downregulation of molecules crucial for B lymphocyte biology, such as BIM and PTEN, which decreased more steeply in the CD40 plus IgM (Fig 2H) than in the LPS plus IL‐4 B‐cell co‐cultures (Fig 2G). However, other predicted targets did not change their expression levels, for example, TP53 and MDM2 (Fig EV2E and F). Notably, the down‐modulated targets of these miRNAs are involved in B‐cell proliferation, survival, and GC reaction 17.

To characterize the function of transferred miRNAs in recipient B cells, we nucleofected B cells from wild‐type C57BL/6 mice with synthetic mimic miRNAs fluorescently labeled with FAM. qPCR analysis confirmed the specific increase in mature miRNAs in FAM^+^ FACS‐sorted nucleofected cells (Fig 2I). In addition, qRT–PCR detected specific downregulation of BIM mRNA after nucleofection with mmu‐miR‐20a‐5p or mmu‐miR‐25‐3p but not mmu‐miR‐155‐3p (Fig 2J), in accordance with algorithm‐based predicted targets (Appendix Table S1). Likewise, PTEN mRNA levels decreased with all 3 transferred miRNAs, as predicted. FAM^+^ B cells nucleofected with mmu‐miR‐20a‐5p had increased switched IgG1 expression (Fig 2K), increased proliferation rate detected by cell violet tracer dilution and Ki67 expression (Fig EV4A–C), and survival (Fig EV4D). Interestingly, miR‐20a‐5p has been found to be upregulated in the early phases of B‐cell differentiation from memory B cell to pre‐plasmablast, subsequently decreasing during the transition from plasmablast to plasma cells 16. The transfer of this specific miRNAs via the IS may thus contribute to plasma cell differentiation during early stages, shortly after antigen recognition.

**Figure EV4:**
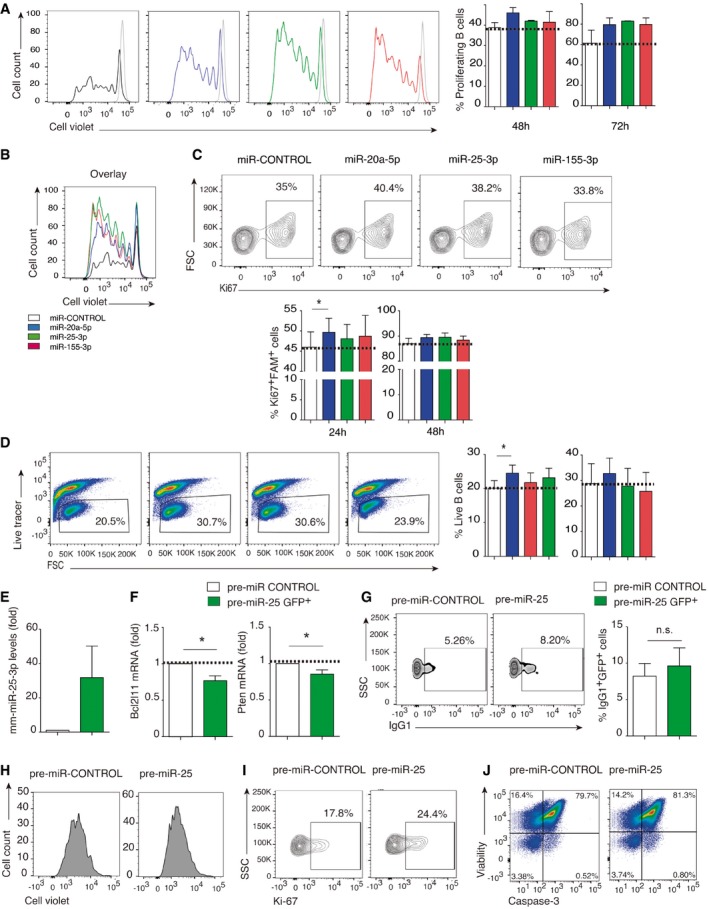
Mmu‐miR‐20a‐5p promotes B‐cell proliferation and survival *in vitro* Fluorescently tagged mimics of the miRNAs mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p were nucleofected into activated B lymphocytes from C57/BL6 mice.
A–CLymphocyte proliferation detected by cell violet tracer dilution (A and B) and Ki67 expression (C) 72 h after nucleofection with fluorescently tagged miRNA mimics. Histograms from a representative experiment are shown, and bar charts show the mean percentage of proliferating cells ± SEM. Results are representative of at least 2 independent experiments.DDot‐plots show survival 48 h after mimic nucleofection from at least 4 independent experiments and bar charts show mean values at 24 h (left) and 48 h (right) after nucleofection, assessed by fixable viability dye staining. Bar charts show the percentage of live B cells ± SEM from at least three independent experiments.E–GLPS‐ and IL‐4‐activated B cells were transduced with precursor mmu‐miR‐25 retroviral constructs. Bar charts show the percentage of live B cells ± SEM from at least three independent experiments. (E) Quantitative RT–PCR, showing the increase in mature mmu‐miR‐25‐3p in LPS+IL‐4‐activated B cells after retroviral transduction with precursor mmu‐miR‐25 retroviral constructs. Expression is normalized to RNU1A1 and RNU5G. (F) Quantitative real‐time PCR of the mRNA targets Pten and Bim in pre‐miR‐25‐transfected activated B cells. Expression is normalized to GAPDH. Data are the means of three independent experiments. (G) Density plots of IgG1 expression in pre‐miR‐25‐transfected activated B cells. Plots are representative of at least three independent experiments.H–JRepresentative plots showing cell violet dilution (H), Ki67 expression (I), and cell survival analyzed by viability marker and caspase‐3 expression (J) after pre‐miR‐25 B‐cell transduction.Data information: Significance was assessed by paired Student's *t* test comparing the OVA and NO OVA conditions; *P < 0.05.

Similar results were obtained using a retroviral system to express the precursor sequences of mmu‐miR‐25 in LPS plus IL‐4‐activated B cells, including increased CSR to IgG1 and increased proliferation and survival (Fig EV4E–J).

### EV transfer of CD4^+^ T‐cell miRNAs to B cells is required for efficient B‐cell activation and germinal center reaction and antibody production *in vivo*

To examine the role of EV transfer in CSR to IgG1 in B cells, we blocked exosome release from CD4^+^ T cells before IS formation using both genetic and chemical approaches. First, OTII‐derived cells were nucleofected with a small‐interfering RNA targeting Rab27a, a critical mediator of the exosome secretory pathway 18, 19, 20, 21. After IS formation using siRab27a‐treated T cells, miRNA upregulation was reduced in co‐cultured DICER‐KO B cells (Fig 3A), correlating with a slight increase in *Bcl211* and *Pten* mRNAs (Fig 3B) and a reduced proportion of IgG1^+^ cells (Fig 3C). B‐cell activation was similarly inhibited after IS formation with T cells treated with manumycin A, a chemical inhibitor of neutral sphingomyelinase 2 that suppresses exosome biogenesis and secretion 4, 6 (Fig EV5A–C). We conclude that EV‐miRNA transfer impacts activation and differentiation of primary B cells *in vitro*.

**Figure 3:**
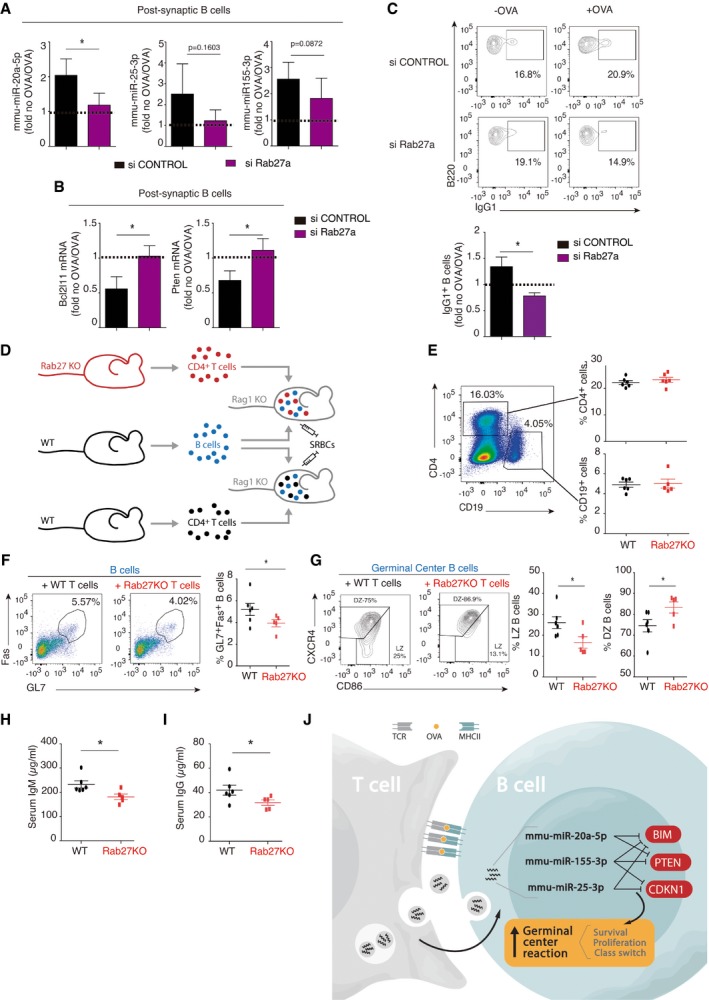
EV transfer is required for full B‐cell activation and antibody production *in vivo* AQuantitative real‐time PCR (RNU1A1 and RNU5G‐normalized) showing blockade of miRNA transfer from CD4^+^ T cells pre‐treated with siRNA targeting the exosome secretion mediator Rab27. Bar charts represent the mean values ± SEM of at least four independent experiments.BQuantitative real‐time PCR showing mRNA target down‐modulation after IS formation between DICER‐KO B cells and CD4^+^ T cells nucleofected with either siRab27 or scrambled control siRNA, with normalization to GAPDH. Bar charts represent the mean values ± SEM of at least four independent experiments.CRepresentative dot‐plots, showing IgG1 expression of gated B220+ B cells after IS formation as in (G); the bar chart shows the mean fluorescence Intensity ± SEM and quantification of three independent experiments is shown.DExperimental design. Rag1KO mice were adoptively transferred with WT B lymphocytes and either Rab27‐KO T cells (top) or WT T cells. Thereafter mice were inoculated with sheep red blood cells, and spleens and serum were harvested after 7 days.ERepresentative plot (left) and quantification (right) of the reconstitution of the B‐cell and T‐cell compartments after adoptive transfer. The graph shows the mean percentage of CD19‐ and CD4‐positive cells from *n* ≥ 5 reconstituted mice ± SEM.FRepresentative flow cytometry plot (left) and quantification (right) of GL7 and CD95/Fas expression in B cells. The graph shows the mean percentage of GL7^+^Fas^+^ cells from *n* ≥ 5 reconstituted mice ± SEM.GRepresentative dot‐plot analysis showing CXCR4 and CD86 expression on B cells for dark zone (DZ) and light zone (LZ) analysis (gated on GC GL7^+^ Fas^+^ B cells). The graph shows the mean percentage of DZ (CXCR4^+^CD86^−^) and LZ (CXCR4^−^CD86^+^) populations from *n* ≥ 5 reconstituted mice ± SEM.H, IELISA quantification of IgM (H) and IgG (I) in serum from immunized adoptively transferred mice. The graph shows the mean serum concentration of IgM and IgG from *n* ≥ 5 reconstituted mice, respectively ± SEM.JProposed model of exosomal miRNA transfer during cognate B‐ and T‐cell interactions.Data information: Significance was assessed by unpaired Student's *t* test comparing the OVA and NO OVA conditions; *P < 0.05.

**Figure EV5:**
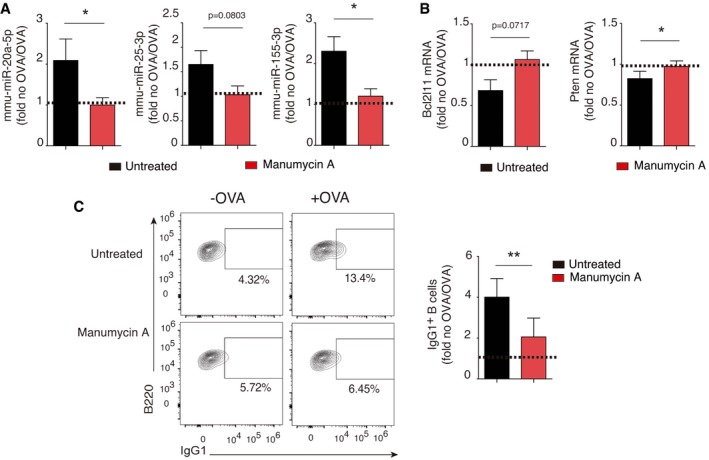
T‐cell EV release is required for B‐cell class switching Isolated CD4^+^ T cells were pre‐treated with manumycin‐A or vehicle before co‐culture with isolated DICER‐KO B cells.
AQuantitative RT–PCR showing relative expression of mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p miRNAs after co‐culture in the presence or absence of OVA. miRNA expression is normalized to RNU1A1 and RNU5G. Data are expressed as the fold‐change in the OVA versus NO OVA conditions, and the mean from at least three independent experiments ± SEM is shownBQuantitative real‐time PCR showing DICER‐KO B‐cell mRNA target down‐modulation after co‐culture with control or manumycin‐A pre‐treated OTII T cells. Expression is normalized to GAPDH. Bar charts show the mean from at least three independent experiments ± SEM.CDot‐plot analysis of IgG1 switch after manumycin‐A‐dependent EV release blockade. A representative plot is shown of at least two independent experiments. Bar charts show the mean ± SEM.Data information: Significance was assessed by paired Student *t* test comparing the OVA and NO OVA conditions; *P < 0.05, **P < 0.01.

To evaluate the role of T‐cell EVs in establishing the GC reaction *in vivo*, we conducted adoptive transfer experiments. CD4^+^ T cells were isolated from wild‐type C57BL/6 mice and from mice deficient for Rab27a and Rab27b (Rab27‐KO), and B cells were obtained from WT C57BL/6 mice. Isolated T and B cells were co‐transferred into sublethally irradiated Rag1‐KO mice, which lack both B and T mature lymphocytes. Reconstituted mice were inoculated with sheep red blood cells, and serum and spleens were analyzed after 7 days (Fig 3D). Repopulation of the B‐ and T‐cell compartments was indistinguishable in mice adoptively transferred with Rab27‐KO or WT T cells (Fig 3E). Assessment of B‐cell function revealed that GC Fas^+^ GL7^+^ B cells were less abundant in mice reconstituted with Rab27‐KO‐derived T cells than in those reconstituted with WT T cells, indicating that T cell‐derived EV transfer contributes to GC generation and maintenance *in vivo* (Fig 3F). Furthermore, GC Fas^+^GL7^+^ B cells of mice adoptively transferred with Rab27‐KO CD4^+^ T cell had an altered dark zone: light‐zone ratio (Fig 3G), consistent with dysfunctional GC dynamics. Finally, serum ELISA showed a significant reduction in the production of both soluble IgM (Fig 3H) and class‐switched IgG (Fig 3I), revealing the importance of EV‐dependent B‐ and T‐cell communication for antibody responses *in vivo*. Interestingly, a human immunodeficiency featuring decreased antibody production described by Griscelli *et al* 22 is associated with a mutation that causes deficiency in Rab27a. This defect is not B cell‐intrinsic, but instead secondary to impairment of CD4^+^ T‐cell helper function. In this regard, our results suggest that the antibody defects in Griscelli syndrome are likely the result of deficient exosome delivery from T cells during their contact with B cells. T‐cell Rab27a deficiency also underlies the Ashen mouse model, in which cytotoxic T lymphocytes display diminished lytic functions due to a Rab27a splicing mutation that causes defective granule exocytosis 23, 24. Moreover, Rab27KO mice have deficient neutrophil chemotaxis and recruitment 20, impaired granule exocytosis in neutrophils 21 and mast cells 25, and a chronic inflammatory phenotype 26. The deficiency in the B‐cell compartment identified in the present study warrants further investigation.

We report a novel mechanism for the regulation of the B‐cell response through the directional transfer of a surprisingly very restricted set of T‐cell exosomal miRNAs (mmu‐miR‐20a‐5p, mmu‐miR‐25‐3p, and mmu‐miR‐155‐3p) during B:T cell IS. These exosomal miRNAs modulate key mRNA targets in B cells (including BIM and PTEN) and promote GC regulation, including CSR, B‐cell proliferation, and survival (Fig 3J). In accordance with our data, the combined downregulation of BIM and PTEN has been shown to promote the GC reaction both in double heterozygous *hCD2‐iCre*;*Pten* ^fl/+^;*Bim* ^+/−^ mice and in transgenic mice over‐expressing the miR‐17~92 cluster that targets both proteins 17. Also, a higher proliferation and reduced activation‐induced cell death were observed, revealing the key role that modulation of these molecules plays in T cell‐dependent immune responses. In agreement with our findings, these miRNAs are 2‐ to 4‐fold more abundant in GC B cells than in mature B cells 12. Interestingly, the B lymphotropic Epstein–Barr (EBV) virus has been shown to promote infected naïve B lymphocyte migration to the GC 27. This correlates with high expression of virally encoded miRNAs that target several mRNAs, including PTEN, which undergoes dramatic decreases at the protein level upon infection 28.

Our study thus represents an additional layer of complexity in the regulation of immune responses during IS formation, and a better understanding of the mechanisms underlying this process may allow manipulation of early IS events for the treatment of immune diseases.

## Materials and Methods

### Animals

B cell‐specific DICER‐deficient (CD19‐Cre^ki/+^Dicer^fl/fl^) mice (DICER‐KO mice) were generated by crossing Dicer^fl/fl^ mice with CD19‐Cre^ki/+^ 10, 11, 29 mice. DICER‐KO, WT C57BL/6m, and OT‐II mice were housed in specific pathogen‐free conditions according to European Commission recommendations at the Centro Nacional de Investigaciones Cardiovasculares (CNIC) animal facility in Madrid. Experiments were performed with male and female mice aged 7–14 weeks. Rab27a/b double KO mice 19 and WT littermates used as a CD4^+^ T‐cell source in adoptive transfer experiments were generated by Miguel C. Seabra and housed in specific pathogen‐free conditions according to European Commission recommendations at the Champalimaud Centre for the Unknown in Lisbon. All experimental methods and protocols were approved by the CNIC and the Comunidad Autónoma de Madrid and conformed to European Commission guidelines and regulations.

### *In vitro* cell culture, antibodies, and reagents

Primary cells were isolated by mechanical disruption of cell suspensions of spleen (and also lymph nodes in the case of CD4^+^ T‐cell isolation). B cells from DICER‐KO and C57/BL6 wild‐type mice were isolated by immunomagnetic depletion with anti‐CD43 beads (Miltenyi). During the 24 h before co‐culture, isolated B cells were cultured in EV‐depleted complete RPMI medium [EV‐free RPMI supplemented with 10% EV‐depleted fetal bovine serum (discarding the pellet after ultracentrifugation for 16 h at 100,000 *g*), 50 μM β‐mercaptoethanol (Invitrogen), 10 mM Hepes (Invitrogen), and antibiotics]. The same batch of ultracentrifuged EV‐depleted serum was used for all experiments to minimize variability and checked by NanoSight for EV depletion. For B‐cell pre‐activation, this medium was supplemented either with 25 μg/ml LPS (Sigma) and 10 ng/ml IL‐4 (Peprotech) or with 10 μg/ml CD40 and 10 μg/ml F(ab)’2 fragments of goat anti‐mouse IgM (Jackson Immunoresearch). Regardless of the activation method, the B cells were incubated in the presence or absence of 5 μg/ml OVA peptide 323–339 (GenScript). For OT‐II‐derived CD4^+^ T‐cell isolation, splenocytes and lymph node cells were incubated for 16 h in EXO‐free RPMI medium supplemented with 5 μg/ml of OVA, and T cells were then purified using the CD4^+^ T‐cell isolation kit (Miltenyi Biotec). Antibodies and primers are listed in Appendix Table S2.

### Immune synapse co‐cultures

Pre‐activated DICER‐KO B cells and CD4^+^ T cells isolated from OT‐II mice were co‐cultured at a 1B: 4T cell ratio in EXO‐free RPMI medium either in the presence or absence of 5 μg/ml OVA peptide 323–339. After the times indicated in each individual experiment, B cells were isolated by flow cytometry cell sorting.

### Confocal microscopy

B cells isolated from DICER‐KO mice were pre‐activated for 24 h, washed once with HBSS, and stained with 10 μM cell‐tracker blue CMAC (Invitrogen). The B cells (6.25 × 10^4^) were washed and resuspended in 100 μl EXO‐free RPMI complete medium and mixed with 250,000 OT‐II‐isolated CD4^+^ T cells (as described above for co‐cultures) on poly‐L‐lysine‐coated coverslips and allowed to settle for 1 h at 37°C. Thereafter, conjugates were fixed with 4% paraformaldehyde for 20 min and blocked and permeabilized at room temperature with 0.2% Triton X‐100 in staining buffer [60 mM PIPES, 25 mM Hepes, 5 mM EGTA, 2 mM MgCl_2_, 3% bovine serum albumin, 100 μg/ml γ‐globulin, and 0.2% azide]. Cells were then incubated in staining buffer containing 5 μg/ml Alexa Fluor 568‐conjugated phalloidin, 0.1 μg/ml fluorescein isothiocyanate (FITC)‐conjugated anti‐α‐tubulin, and biotinylated anti‐vα2 antibody followed by streptavidin‐labeled Alexa Fluor 647. The fixed and stained conjugates were mounted in Prolong Gold and analyzed under a Leica SP5 confocal microscope (Leica) fitted with a HCX PL APO × 63/1.40–0.6 oil objective. Images were processed and assembled using ImageJ (https://imagej.nih.gov/ij/) and Photoshop. For quantification in an individual IS, we used a specifically designed ImageJ plugin for synapse measurements, as described in 30. MTOC polarization to the IS was assessed by measuring the distance from the CD4^+^ T‐cell MTOC to the contact site with the B cell using Imaris software.

### RNA extraction, real‐time PCR, small RNA next‐generation sequencing (NGS), and data analysis

Flow cytometry‐purified cells or post‐synaptic CD4^+^ T cell‐derived EVs were lysed in QIAZOL lysis buffer, and RNA was extracted using the miRNeasy Mini Kit (QIAGEN).

For small RNA sequencing, RNA integrity was checked using an Agilent 2100 Bioanalyzer (Agilent) for total RNA (RNA nano‐chips) and for small RNA (small RNA chips), and concentrations were measured in a Nanodrop‐1000 and using the Quantifluor RNA system (Promega). Three independent experiments were analyzed, with an RNA integrity number (RIN) ranging from 9 to 10, and small RNA libraries were generated using the NEBNext Small RNA Library Prep Set from Illumina. Single read NGS was performed using an Illumina HiSeq 2500 System.

Small RNASeq data were analyzed by the Bioinformatics Unit at CNIC. Sequencing reads were processed with a pipeline that used FastQC, to assess read quality, and Cutadapt to trim sequencing reads, eliminating Illumina adaptor remains, and to discard reads that were shorter than 20 bp or had not been trimmed at all. Resulting reads were aligned against a mouse sequence database consisting of the mature miRNA component of miRBase21, using parameters optimized for very short sequence alignments, with either bowtie or BWA. Expression was then quantified with RSEM 31, to obtain matrices consisting in either raw expected counts or TPM (transcripts per million). Raw counts were processed with an analysis pipeline that used Bioconductor package EdgeR 32 for normalization (using TMM method, with parameter log‐ratioTrim = 0.4) and differential expression testing, taking into account only those small RNAs expressed at a minimal level of 1 CPM in a number of samples equal to the number of replicates of the condition with less replicates. When required, a blocking variable was used to define groups of samples that were expected to be similar. Changes in small RNA expression were considered significant when Benjamini and Hochberg adjusted *P* < 0.2.

RNA was retrotranscribed using either the miRCURY LNA Universal RT miRNA PCR System (EXIQON) for miRNA or the Promega RT kit for mRNA. Real‐time (RT)–PCR was performed in a CFX384 Real‐time System (Bio‐Rad) using SYBR Green PCR Master Mix (Applied Biosystems). Reactions were analyzed with Biogazelle QbasePlus software. Mature miRNA levels were normalized to the small nucleolar RNU1A1 and RNU5G 13, whereas mRNA levels were normalized to glyceraldehyde‐3‐phosphate dehydrogenase (GAPDH) and expressed as a relative variation from control levels. All primers for miRNA analysis were purchased from EXIQON, and primers used for mRNA detection (Metabion) are listed in supplementary methods.

### *In silico* target analysis

Putative mRNA targets for human conserved miRNAs upregulated in post‐synaptic B lymphocytes, summarized in Appendix Table S1, were identified using the prediction algorithms miRTarBase and miRanda.

### T‐cell culture and EV recovery from supernatants

For small RNA sequencing, total splenocytes were isolated from spleens of 8‐ to 12‐week‐old WT C57BL/6 mice. After erythrocyte lysis, cells were cultured in RPMI supplemented with 10% FBS, 50 μM β‐mercaptoethanol, 1 mM sodium pyruvate, and 2 μg/ml concanavalin A. After 36 h, cells were washed and cultured in RPMI supplemented with 10% EXO‐free FBS and 50 U/ml mrIL‐2. Medium was refreshed every 2 days. EVs were isolated from supernatants of 6‐day lymphoblast cultures by serial ultracentrifugation 6. Briefly, cells were pelleted and the supernatant centrifuged at 2,000× *g* for 20 min. The collected supernatant was subsequently ultracentrifuged at 10,000× *g* for 40 min at 4°C (Beckman Coulter Optima L‐100 XP, Beckman Coulter), followed by a final ultracentrifugation at 100,000× *g* for 1 h at 4°C. EVs were resuspended in PBS for NanoSight analysis or in Laemmli loading buffer for Western blot analysis 33. RNA was isolated as described above.

For EV characterization, splenocytes and lymph nodes were harvested from OT‐II mice as described above. Supernatants from 72 h CD4^+^ T‐cell cultures were processed by ultracentrifugation as previously described, followed by PBS wash, and size‐exclusion chromatography, as described in 34 for analysis of small EVs by CD3 and CD81 dot‐plot and miRNAs content by qPCR, as described above. For these samples, as non‐EVs do not express or express very low levels of small nucleolar RNAs, the spike‐in UniSp6 was used for normalization.

### Flow cytometry and cell sorting

B cells were incubated with the cell tracer CMAC before IS co‐culture. Alternatively, B cells were stained after IS co‐culture with APC‐conjugated B220 antibody (BD Pharmingen). B cells were then isolated by flow cytometry cell sorting in a FACSAria cell sorter, with elimination of dead cells by DAPI or propidium iodide staining. Retrovirus‐transduced B cells were isolated for RNA extraction and analysis by sorting for GFP^+^ cells.

### Exosome inhibition

To inhibit exosome secretion, CD4^+^ T cells isolated from OT‐II mice were pre‐incubated with 2 μM manumycin A (Sigma) for 2 h before B‐cell co‐culture. Alternatively, isolated T cells were nucleofected with 250 nM of the ON‐TARGET plus mouse Rab27a siRNA‐SMART pool (Dharmacon), using the mouse CD4^+^ T‐cell nucleofector kit (Amaxa). Nucleofected cells were then resuspended in complete EXO‐free RPMI medium and incubated for 24 h before IS co‐culture.

### miRNA retroviral transduction

B cells isolated and activated *in vitro* in the presence of LPS plus IL‐4 were transduced as described in 35. Briefly, precursor miR‐25‐GFP construct vectors were cloned in pMXPIE‐Btk by PCR amplification of genomic DNA isolated from mouse B cells using the Gentra Puregene cell kit (Qiagen) with specific primers to amplify the precursor mmu‐miR‐25 sequence and its flanking 50 bp genomic sequences obtained from miRBase. Retroviral supernatants were produced by transiently co‐transfecting 293T‐HEK cells with pCL‐Eco (Imgenex) and pre‐miRNA‐GFP retroviral vectors or pMXPIE‐Btk retroviral vector, using calcium phosphate or Lipofectamine 2000 (Thermo Fisher scientific). Mouse primary B cells were then transduced with retroviral supernatants for 20 h in the presence of 8 μg/ml polybrene (Sigma), 10 mM Hepes (Invitrogen), and 50 μM β‐mercaptoethanol (Invitrogen). GFP^+^ cells were sorted at 48 h post‐transduction (FACSAria, BD Biosciences) and processed for QIAZOL cell lysis, RNA extraction, and qPCR analysis. GFP^+^ cells were stained with DAPI to detect nuclei, and expression of IgG1, Ki67, and annexin was determined by flow cytometry.

### *In vivo* adoptive transfer experiments

C57/BL6 WT B cells and CD4^+^ T cells were isolated from C57/BL6 wild‐type mice and their Rab27‐KO littermates (see *In vitro* cell culture, antibodies, and reagents, above). B cells (6 × 10^6^) and CD4^+^ T cells (4 × 10^6^) were adoptively transferred into sublethally irradiated Rag1‐KO mice. At 24 h after reconstitution, mice were inoculated with 10^8^ sheep red blood cells. After 7 days, splenocytes were harvested and processed for flow cytometry analysis and sorting of Fas^+^GL7^+^ GC center and Fas^−^GL7^−^ B cells and CD4^+^ T cells for RNA extraction and qPCR analysis. Serum from these mice was obtained by blood centrifugation for 30 min at 13,000× *g* and used for ELISA analysis.

### IgG and IgM ELISA

ELISA kits were purchased from Bethyl Laboratories. Absorbance was measured at 450 nm, with a reference wavelength of 570 nm.

## Author contributions

LFM planned and performed experiments, analyzed and interpreted data, and wrote the manuscript with input from all authors; ARG collaborated in mouse experiments, data interpretation, and writing of the manuscript; VGY contributed to the cloning of retroviral constructs and helped with research planning, data analysis, and manuscript writing; CGV generated the samples for the exosome NGS; ST and MCS generated and provided Rab27‐deficient mice and samples for *in vivo* experiments; ARR helped with research design, provided reagents, and collaborated in data interpretation and manuscript writing; FSM planned and coordinated the research, discussed results, and supervised and contributed to manuscript writing.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Review Process File

## Data Availability

Sequencing data have been deposited in the Gene Expression Omnibus and are available to readers under record GSE141045; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141045.

# Supplementary material for: Transfer of extracellular vesicle‐microRNA controls germinal center reaction and antibody production
**Source:** EMBO Rep. 2020 Feb 19;21(4):e48925. doi: 10.15252/embr.201948925
**Supplement:** Supplementary file 1 — Appendix

**Appendix- SUPPLEMENTARY MATERIALS**

**Table of Contents**

**Appendix Table S1. Predicted targets for selected transferred microRNAs obtained from *in silico* analysis**…………………………………………………………………………………………………………………..Page2

**Appendix Table S2. Antibodies and primers**…………………………………………………………………..Page 3

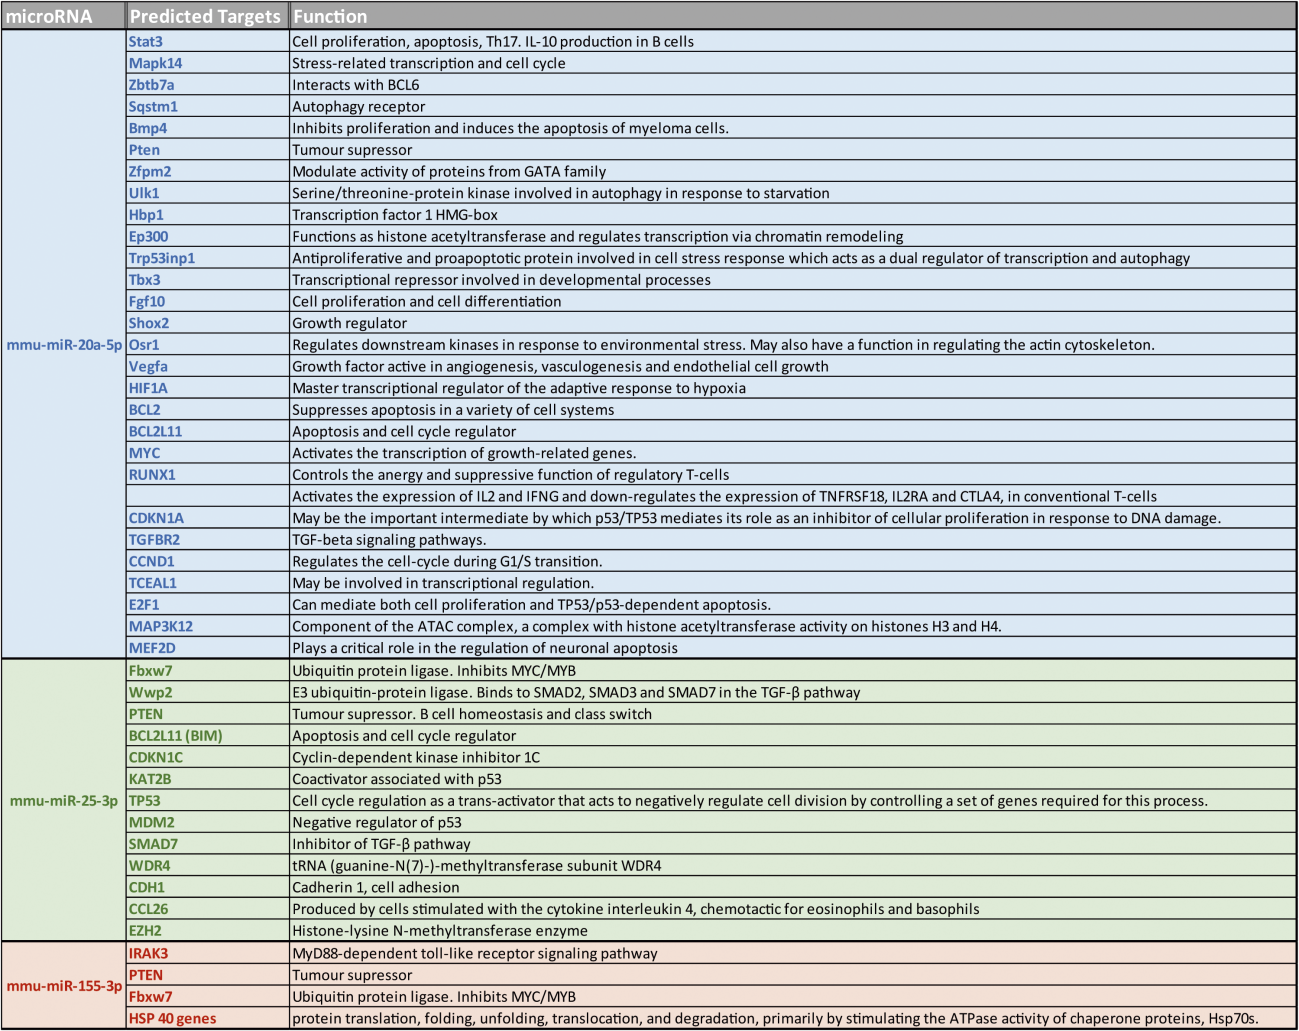

**Appendix Table S1. Predicted targets for selected transferred microRNAs obtained from *in silico* analysis.** The table indicates predicted targets obtained using the miRTARBase and TargetScan algorithms.

| Primers | | |
| --- | --- | --- |
| **Targets** | **Sequence (FOR)** | **Sequence (REV)** |
| **PTEN** | TGGATTCGACTTAGACTTGACCT | GCGGTGTCATAATGTCTCTCAG |
| **Fbxw7** | GTTCCGCTGCCTAATCTTCCT | CCCTTCAGGGATTCTGTGCC |
| **BCL2L11 (BIM)** | GAGATACGGATTGCACAGGAG | CGGAAGATAAAGCGTAACAGTTG |
| **CDKN1C (p57)** | CGAGGAGCAGGACGAGAATC | GAAGAAGTCGTTCGCATTGGC |
| **TP53** | CTCTCCCCCGCAAAAGAAAAA | CGGAACATCTCGAAGCGTTTA |
| **MDM2** | TGTCTGTGTCTACCGAGGGTG | TCCAACGGACTTTAACAACTTCA |
| **Stat3** | CAATACCATTGACCTGCCGAT | GAGCGACTCAAACTGCCCT |
| **CCND1** | GCGTACCCTGACACCAATCTC | CTCCTCTTCGCACTTCTGCTC |
| **GAPDH** | CAT GGC CTT CCG TGT TCC TA | CCT GCT TCA CCA CCT TCT TGA T |
| **DICER** | ACGAAATGCAAGGAATGGACTC | GGCACCAGCAAGAGACTCAAA |

**Appendix Table S2. Antibodies and primers.**

# Supplementary material for: Transfer of extracellular vesicle‐microRNA controls germinal center reaction and antibody production
**Source:** EMBO Rep. 2020 Feb 19;21(4):e48925. doi: 10.15252/embr.201948925
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

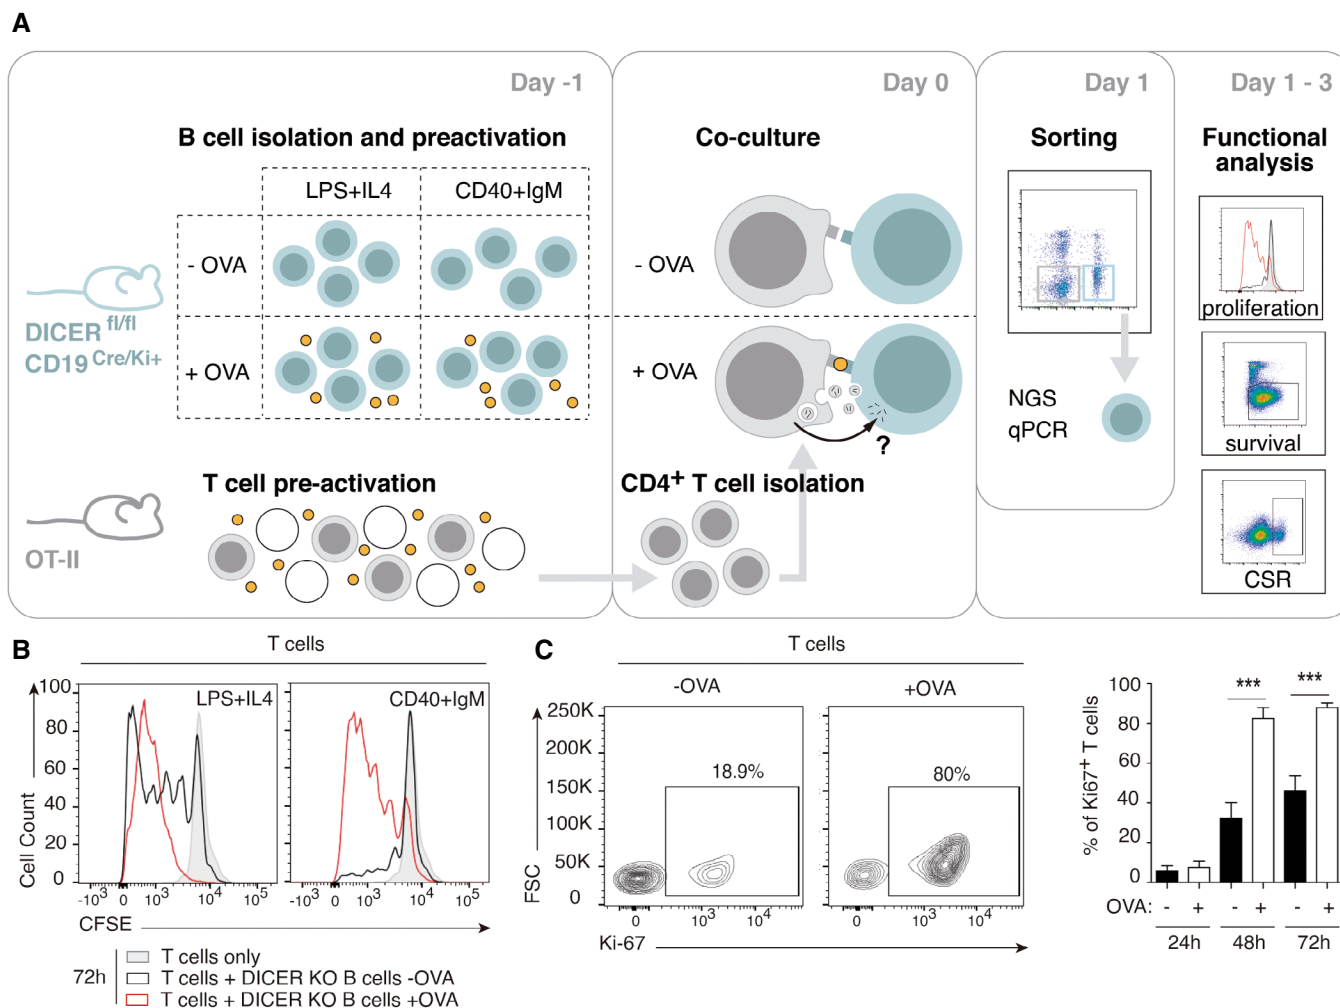

Figure EV1. DICER-KO B cells form mature IS with OT-II-isolated CD4⁺ T cells in the presence of OVA.

A Model of IS *in vitro* formation between DICER-KO B cells and OTII-derived CD4⁺ T cells.

B, C Representative flow cytometry analysis of CD4⁺ T-cell proliferation assessed by Ki67 expression (**B**) and CFSE labeling of T cells (**C**) in the presence or absence of OVA after 72 h co-culture with DICER-KO B cells. Bar charts represent the Mean values $\pm$ SEM of at least four independent experiments. Significance was assessed by paired Student's *t* test comparing the OVA and NO OVA conditions; *P < 0.05.

Figure EV2. Transfer of specific miRNAs and regulation of predicted mRNA targets after IS formation.

- A Sequence alignment of mouse and human miR-20a-5p, miR-25-3p, and miR-155-3p.
- B Quantitative RT-PCR of DICER mRNA levels in our experimental conditions in the absence or presence of OVA. Bar chart shows the mean mRNA levels from $n \geq 3$ independent experiments $\pm$ SEM.
- C Total counts per million of upregulated microRNAs from small RNA sequencing data. Bar charts show the mean counts per million from three independent experiments. Significance was assessed by comparing P -values, which were adjusted with the Benjamini and Hochberg method, and the threshold for changes in small RNA expression was set to adjusted $P < 0.2$; $*P < 0.05$, $**P < 0.01$, $***P < 0.001$.
- D Quantitative RT-PCR showing miRNA levels of DICER-KO CD19Cre^{Ki/+} Dicer^{fl/fl} and DICER-expressing CD19Cre^{Ki/+} Dicer^{fl/+} either untreated or activated for 16 h with a mixture of LPS and IL-4. Data were normalized to RNU1A1 and RNU5G. Bar chart shows the mean mRNA levels from $n \geq 3$ independent experiments $\pm$ SEM.
- E, F Quantitative RT-PCR of putative selected targets (from *in silico* analyses) after cognate immune interactions between isolated DICER-KO B cells pre-activated with LPS+IL-4 (E) or CD40+IgM (F), and OTII T lymphocytes in the presence or absence of OVA. Bar chart shows the mean mRNA levels from $n \geq 3$ independent experiments $\pm$ SEM.

Data information: Significance was assessed by paired Student's t -test comparing the OVA and NO OVA conditions; $*P < 0.05$, $**P < 0.01$, $***P < 0.001$.

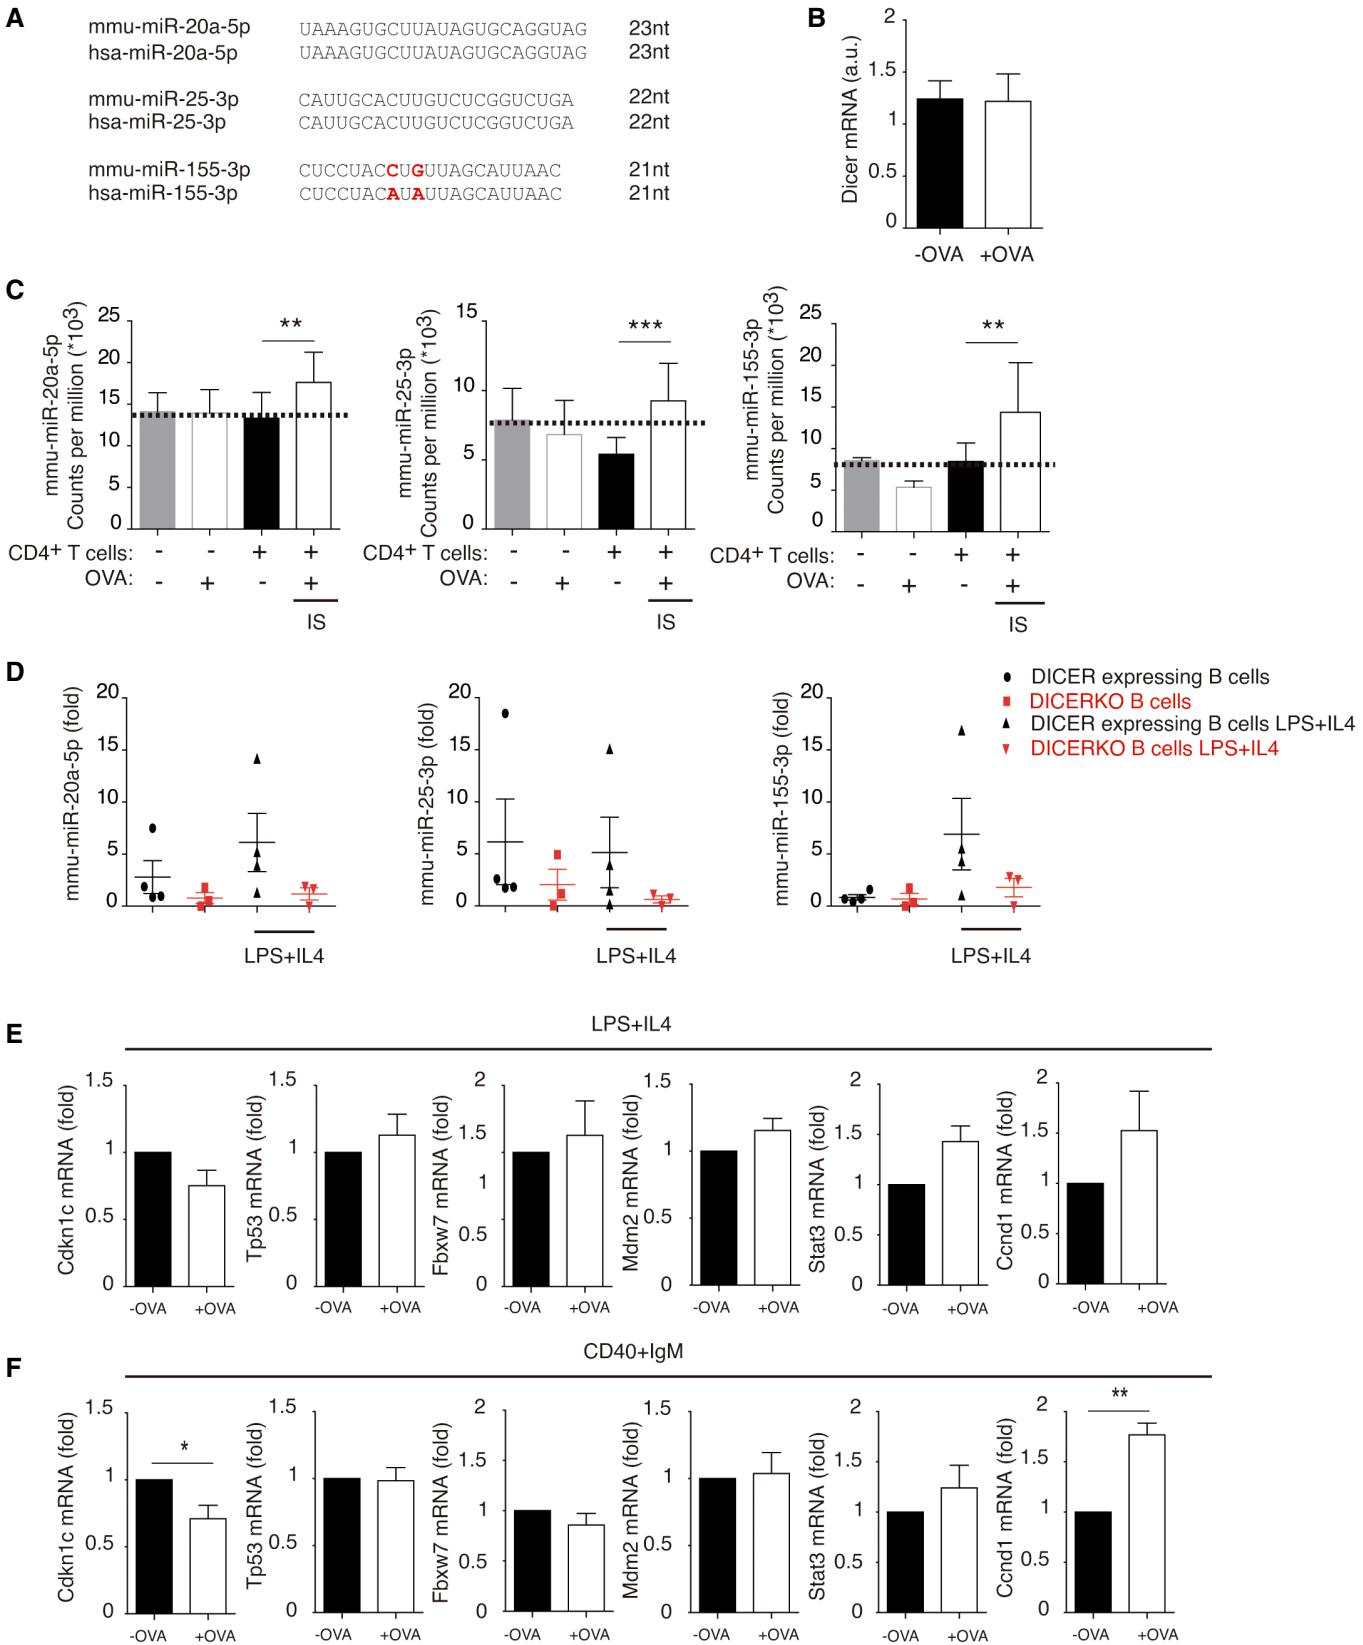

Figure EV2.

Figure EV3. Mmu-miR-20a-5p, mmu-miR-25-3p, and mmu-miR-155-3p are detected in OT-II CD4⁺ T cell-derived EVs.

- A Mean counts per million (CPM) analyzed by small RNA NGS of the 6 differentially expressed miRNAs after IS formation in cell and EV fractions of mouse lymphoblast cultures. Bar charts show the mean of three independent experiments $\pm$ SEM. Significance was assessed by unpaired Student's *t* test comparing the exosomal and cellular miRNA content; *P < 0.05, **P < 0.01.
- B Schematic representation of the two protocols used for small EV isolation.
- C Dot plot of size-exclusion chromatography fractions with anti-CD63 and anti-CD81 antibodies.
- D Representation of the different fractions relative expression of CD63 and CD81, assessed by Image Gauge software analysis of dot-plots, and protein concentration measured by Nanodrop. SEC fractions 1, 2, and 3 were pooled and ultracentrifuged at 100,000 *g* for miRNA content analysis by qPCR.
- E Quantitative RT-PCR of mmu-miR-20a-5p, mmu-miR-25-3p, and mmu-miR-155-3p expression in SEC fractions and secreting cells, normalized to UniSp6 spike-in. Bar charts show the mean $\pm$ SEM of a representative experiment from two independent experiments performed.
- F Quantitative RT-PCR showing miRNA levels in medium and OT-II CD4⁺ T cell-derived small EVs obtained by ultracentrifugation, normalized to UniSp6 spike-in. Bar charts show the mean $\pm$ SEM of a representative experiment from two independent experiments performed.

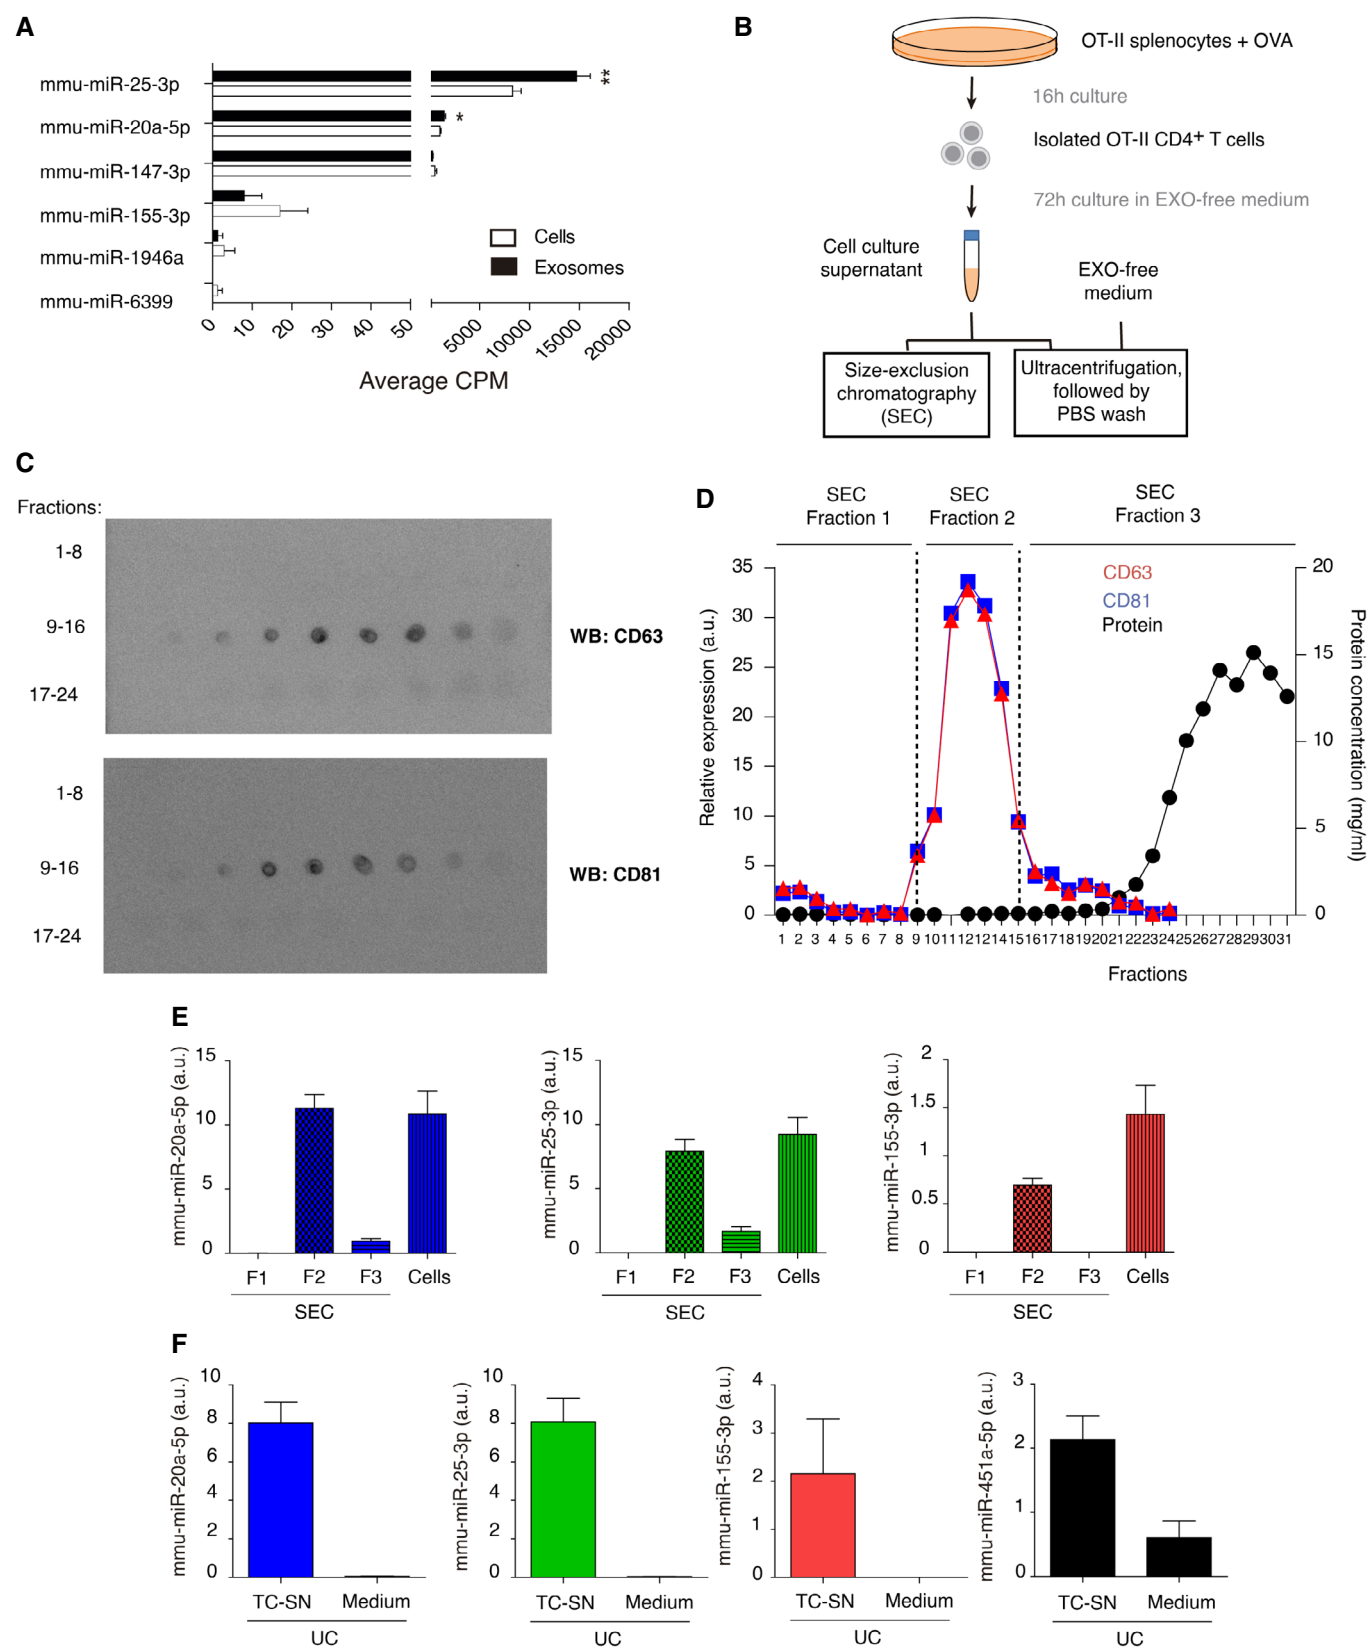

Figure EV3.

Figure EV4. Mmu-miR-20a-5p promotes B-cell proliferation and survival *in vitro*.

Fluorescently tagged mimics of the miRNAs mmu-miR-20a-5p, mmu-miR-25-3p, and mmu-miR-155-3p were nucleofected into activated B lymphocytes from C57/BL6 mice.

- A–C Lymphocyte proliferation detected by cell violet tracer dilution (A and B) and Ki67 expression (C) 72 h after nucleofection with fluorescently tagged miRNA mimics. Histograms from a representative experiment are shown, and bar charts show the mean percentage of proliferating cells $\pm$ SEM. Results are representative of at least 2 independent experiments.
- D Dot-plots show survival 48 h after mimic nucleofection from at least 4 independent experiments and bar charts show mean values at 24 h (left) and 48 h (right) after nucleofection, assessed by fixable viability dye staining. Bar charts show the percentage of live B cells $\pm$ SEM from at least three independent experiments.
- E–G LPS- and IL-4-activated B cells were transduced with precursor mmu-miR-25 retroviral constructs. Bar charts show the percentage of live B cells $\pm$ SEM from at least three independent experiments. (E) Quantitative RT–PCR, showing the increase in mature mmu-miR-25-3p in LPS+IL-4-activated B cells after retroviral transduction with precursor mmu-miR-25 retroviral constructs. Expression is normalized to RNU1A1 and RNU5G. (F) Quantitative real-time PCR of the mRNA targets Pten and Bim in pre-miR-25-transfected activated B cells. Expression is normalized to GAPDH. Data are the means of three independent experiments. (G) Density plots of IgG1 expression in pre-miR-25-transfected activated B cells. Plots are representative of at least three independent experiments.
- H–J Representative plots showing cell violet dilution (H), Ki67 expression (I), and cell survival analyzed by viability marker and caspase-3 expression (J) after pre-miR-25 B-cell transduction.

Data information: Significance was assessed by paired Student's *t* test comparing the OVA and NO OVA conditions; *P < 0.05.

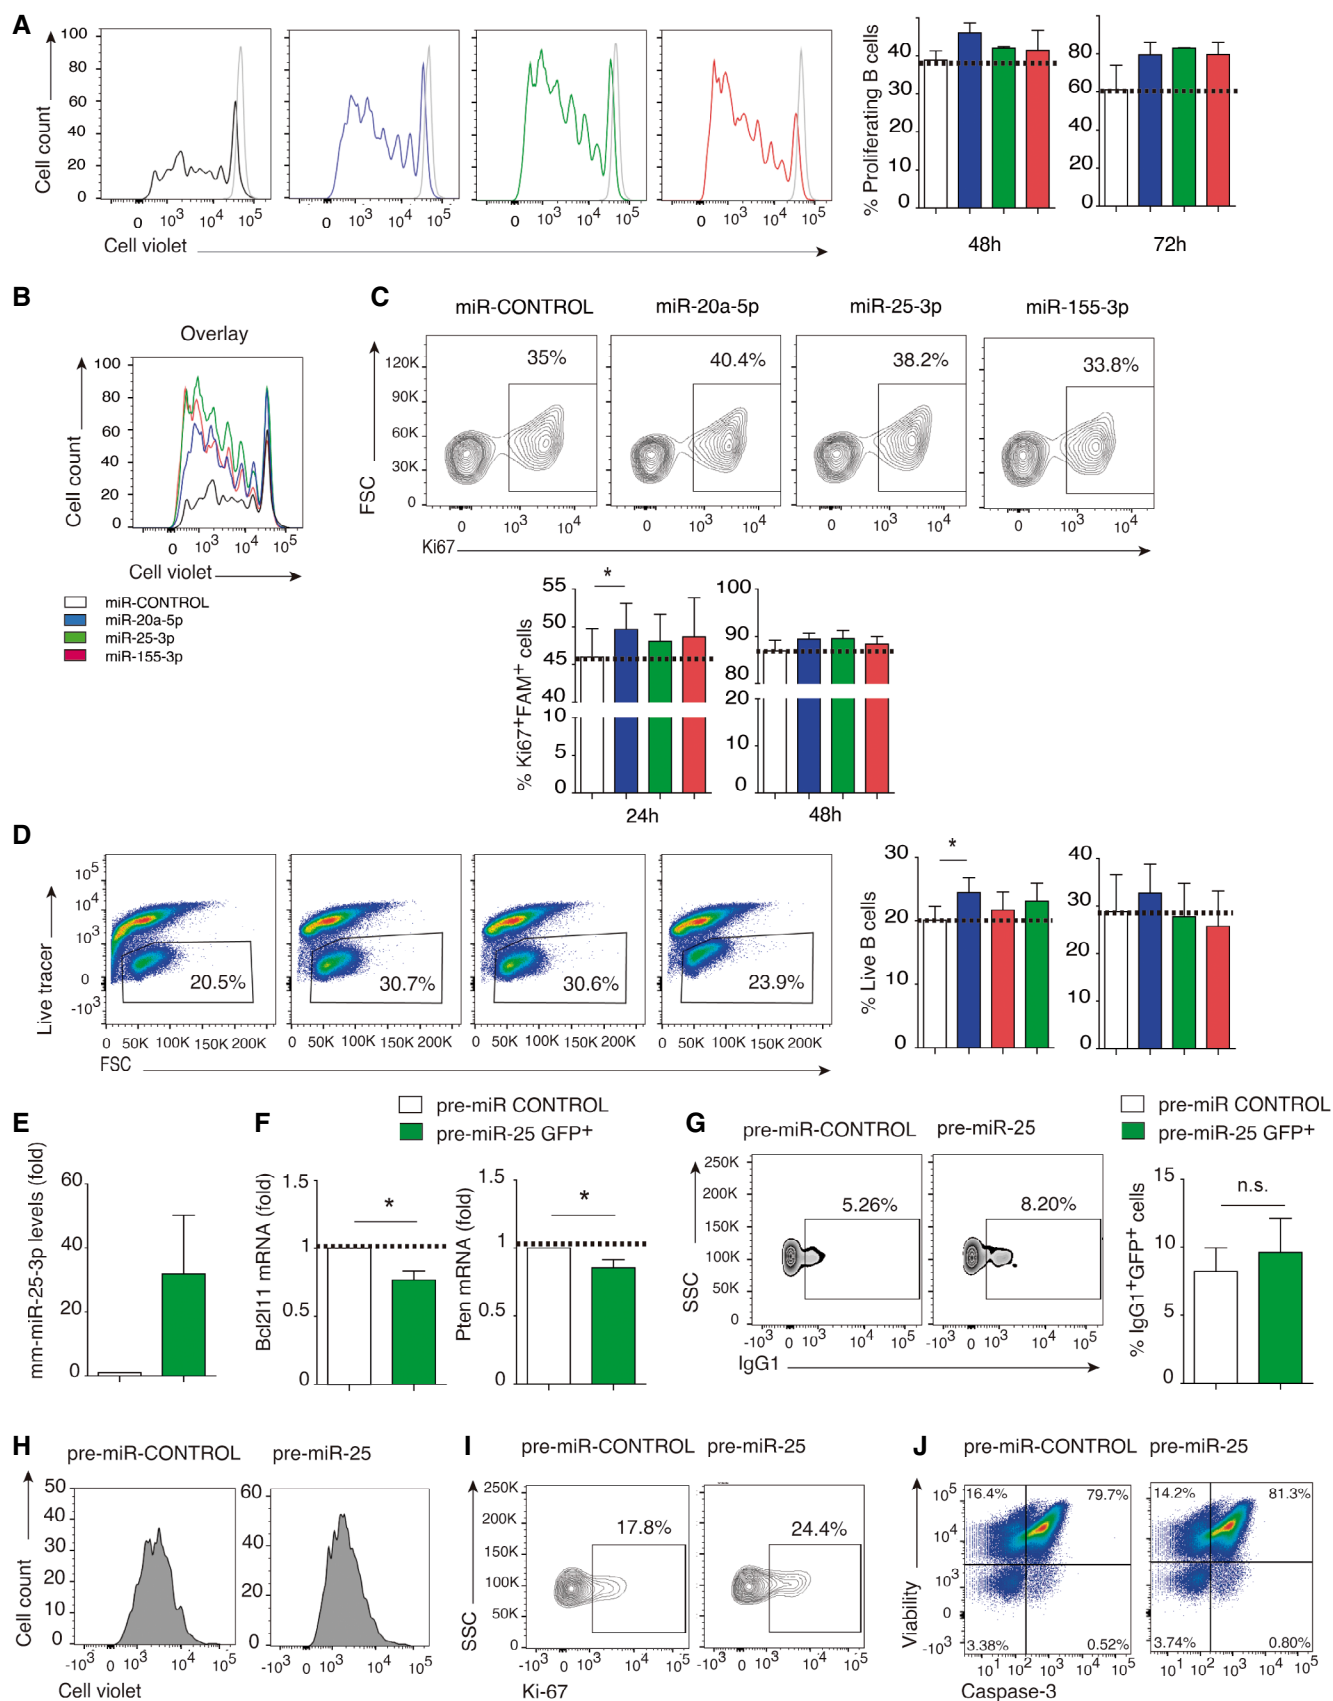

Figure EV4.

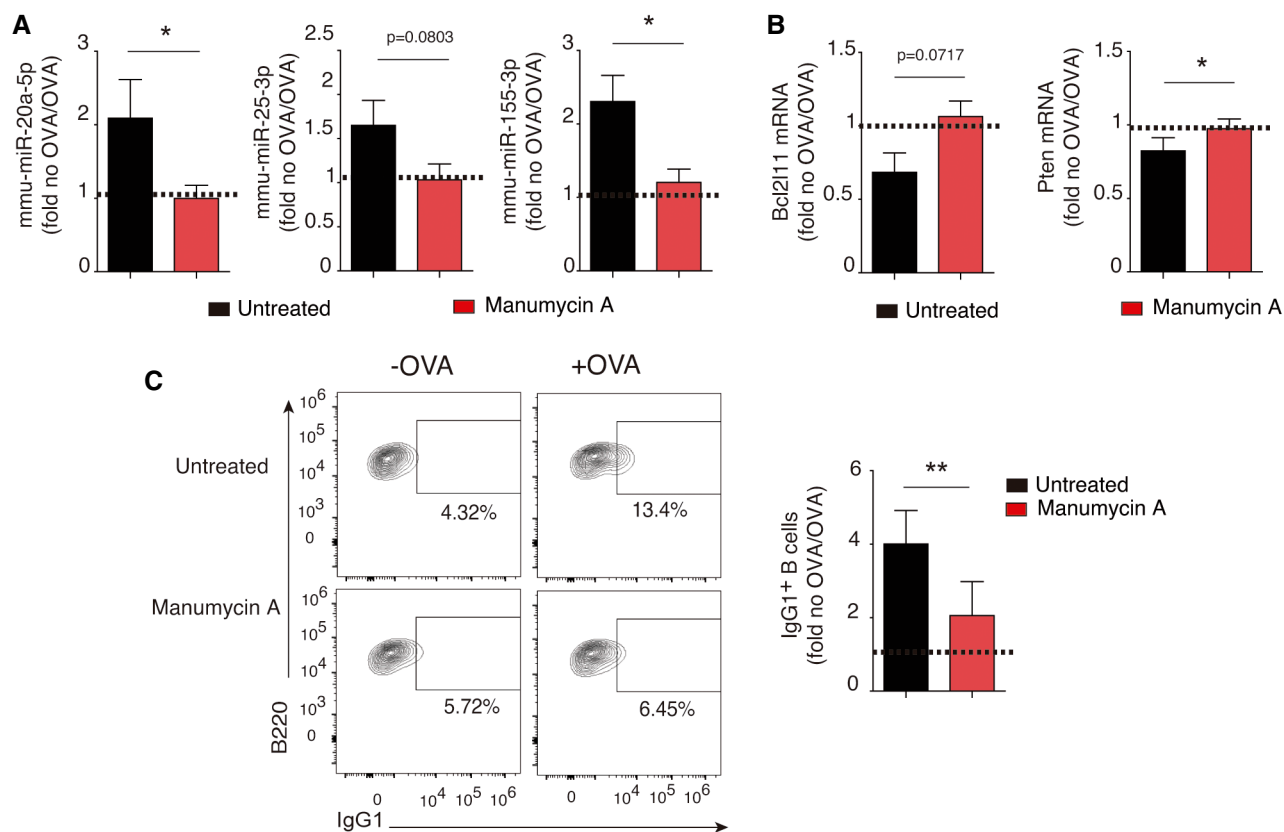

Figure EV5. T-cell EV release is required for B-cell class switching.

Isolated CD4⁺ T cells were pre-treated with manumycin-A or vehicle before co-culture with isolated DICER-KO B cells.

A Quantitative RT-PCR showing relative expression of mmu-miR-20a-5p, mmu-miR-25-3p, and mmu-miR-155-3p miRNAs after co-culture in the presence or absence of OVA. miRNA expression is normalized to RNU1A1 and RNU5G. Data are expressed as the fold-change in the OVA versus NO OVA conditions, and the mean from at least three independent experiments $\pm$ SEM is shown

B Quantitative real-time PCR showing DICER-KO B-cell mRNA target down-modulation after co-culture with control or manumycin-A pre-treated OTII T cells. Expression is normalized to GAPDH. Bar charts show the mean from at least three independent experiments $\pm$ SEM.

C Dot-plot analysis of IgG1 switch after manumycin-A-dependent EV release blockade. A representative plot is shown of at least two independent experiments. Bar charts show the mean $\pm$ SEM.

Data information: Significance was assessed by paired Student *t* test comparing the OVA and NO OVA conditions; *P < 0.05, **P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

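Small RNA of T cell blasts and of their small EVs was measured in 6 libraries, 3 of each, grouped by the sample labels and the methods. The authors trimmed the reads with Cutadapt, discarded short and untrimmed reads, aligned the rest to mature mouse miRNAs of miRBase and quantified them with RSEM. The methods name bowtie or BWA as the aligner, the submitters' processing notes name BWA, RSEM 1.17 and CASAVA 1.8.2, and no genome build is involved. The authors then normalized the counts by TMM in edgeR, so the deposited signal is a normalized CPM whose sum per library ranged from 907580 to 1131533. Their methods also name edgeR for testing differences, with a blocking variable where needed. The deposited values equal those of Dataset EV2. All 451 listed miRNAs reached 1 CPM in at least 3 libraries, as the filter in the methods requires. Alignment to mature sequences cannot separate miRNAs with the same or nearly the same sequence, such as mmu-miR-486a-5p and mmu-miR-486b-5p or mmu-miR-199a-3p and mmu-miR-199b-3p, whose values are uncertain for that reason.

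In each library, 100% of the values were whole multiples of the step of 1 read, within 0.05 of a read, so reads were recovered exactly. From 236432 to 463498 reads per library, a count of 0 allows 3 reads, or 4.01 CPM over the 3 libraries of cells together. Replicates are described as independent experiments. The comparison of small EVs with T cell blasts used limma 3.58.1 in R 4.3.3 on log2(CPM + 1), without a block and with a trend, over all 451 miRNAs, with Benjamini-Hochberg adjusted p under 0.2. Differences are small EVs minus cells. Single miRNAs were also compared by exact permutation, which for 3 against 3 gives no p under 0.1. Of the 451 miRNAs, 157 (34.8%) had groups that did not overlap, where chance gives 10% for a single miRNA. All miRNAs share the same 6 libraries, so the spread of this share by chance is not known. The comparison with 10% is thus not a test. Lists of miRNAs were tested with camera at a correlation of 0.01 and with an estimated correlation, adjusted over 18 lists at 0.05. They were the transferred miRNAs, 3 clusters of the miR-17 family, let-7, miR-29 and miR-30, miR-15 and miR-16, miR-23, miR-27 and miR-24, miR-181, activation, lymphoid, red cell, myeloid, stromal and endothelial, epithelial, liver and serum, Dlk1-Dio3 and Sfmbt2 miRNAs. The other arm of each precursor was compared by an exact sign test. Alternatives were a pseudocount of 0.5 or 5, a mean of at least 10 CPM, 3 other scalings, the replicate number as a block, each library left out, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and stricter thresholds of 0.05 and 0.02. Tests, alternatives and lists were set before the deposited values were opened. Parts of Dataset EV2, which holds the same values, had been seen by then, among them its first rows. Rows of the 3 clusters of the miR-17 family and of miR-155 had also been seen. The comparison of arms was noticed in those first rows, so it is not independent of these values, and neither are the counts of these clusters. Leaving out replicate 5 in both groups, and leaving out precursors of the other-tissue lists, were added after seeing the data. The named miRNAs are the transferred ones and mmu-miR-451a, the 10 most abundant in each group, the 10 largest increases and 10 largest decreases past the threshold with no overlap of the groups and at least 50 CPM in the higher group, and up to 4 examples of each list.

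Libraries with the same number deviated together from their group means, with a correlation across 284 miRNAs of 0.15 for number 1, 0.16 for number 2 and 0.34 for number 5, each above 0.1, so the numbers were taken to pair the cells with their small EVs. This pairing comes from the data, and small EVs 1 correlated about as well with T cell blasts 2 (0.17). Small EVs 2 also correlated above 0.1 with T cell blasts 1 (0.11). The values thus set only number 5 apart, and do not show that 1 pairs with 1 or 2 with 2. The main fit has no block, so its p values leave the pairing out, and fits with the replicate number as a block are alternatives. For mmu-miR-147-3p the adjusted p was 0.157 in the main fit and 0.0108 with the block (limma). On simulated counts with the means and depths of these libraries, of 100 miRNAs changed by a log2 of 1 limma recovered 53% among all 451, and of 100 changed by a log2 of 2 it recovered 80%, with 11.3% of its calls false. edgeR recovered 58% and 81% with 4.79% of its calls false, and DESeq2 50% and 68% with 5.6% false. The simulated counts had the same dispersion, the spread beyond counting error, for all miRNAs and no pairing of libraries. Coordinates are those of GENCODE on GRCm38, found by gene name and, for the sequences of Fig EV2A, by matching to the precursors. The sequencing of DICER-KO B cells was not analysed here.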

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

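The tests of explanations in this part were chosen after the result was seen. The paper does not discuss the miRNAs below, which were far higher in small EVs than in the T cell blasts. The log2 fold change (limma) was 7.44 for mmu-miR-143-3p, 6.90 for mmu-miR-10b-5p, 5.39 for mmu-miR-100-5p, 4.80 for mmu-miR-127-3p, 4.42 for mmu-miR-706, 4.31 for mmu-miR-212-3p, 4.00 for mmu-miR-411-5p, 3.36 for mmu-miR-6240, 3.34 for mmu-miR-703 and 3.13 for mmu-miR-342-3p, each in 3 of 3 small EV libraries above all cells. Fitted values of the rarest depend on the pseudocount: mmu-miR-100-5p had 2 reads in cells (ratio 31.5, 95% counting interval 8.51 to 264) and mmu-miR-411-5p had 3 (ratio 15.7, 5.18 to 77.8). Another 6 miRNAs had no read in the cells and at least 3 reads in each small EV library. Against a floor of 3 reads over the cell group, mmu-miR-125b-5p was at least 10.2-fold higher in small EVs, mmu-miR-451a at least 4.49-fold, mmu-miR-99a-5p at least 4.28-fold, mmu-miR-3062-5p at least 3.67-fold, mmu-miR-199b-3p at least 3.47-fold and mmu-miR-410-3p at least 3.26-fold. mmu-miR-199b-3p may share reads with mmu-miR-199a-3p, which was 13.8 CPM in small EVs.

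Many of these belong to the stromal and endothelial, Dlk1-Dio3 and red cell lists, of which 24 miRNAs were measured and 23 were called higher in small EVs. Of the 24, 13 had no reads in the cells, so the filter of 1 CPM in at least 3 libraries fixed their direction. Only 6 had more than 3 reads in the cells. Some calls lie under the floor of 4.01 CPM, such as mmu-miR-145a-3p with 3.28 CPM in small EVs, and do not show a difference. With members without cell reads at the floor, the median log2 ratio stayed at 1.81 or more over 4 scalings. The choice among these scalings thus did not remove the difference. Whether scaling is the whole cause cannot be decided from this, because the filter fixed the direction of 13 of the 24. The scalings also moved the median log2 fold change of all miRNAs only between -0.14 and 0.19. The sum of the 24 members was 12.2 times as high in small EVs as in cells. This restates the pattern, so EVs of other cell types among the pelleted blasts cannot be told apart. RNA of bovine serum left in the medium cannot be told apart either, since no library of the medium is among the 6. The cells were washed after 36 h and then grown in EXO-free FBS. The paper's qPCR did not detect 3 of the transferred miRNAs in medium alone, but that control belongs to OT-II CD4+ T-cell cultures, not to the cultures sequenced here. The paper does not report the miRNAs above in medium. In small EVs, mmu-miR-451a was 0.553% of mmu-miR-10b-5p. Vesicles of cells that were not pelleted with the blasts, and export by T cells, were not tested and stay open as well.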

How the results depend on the processing

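For mmu-miR-25-3p, each of the 17 alternatives kept the direction and the call at 0.2 (log2 fold change 0.44 to 0.83, adjusted p 0.0934 or less), but the main adjusted p of 0.0253 does not pass the 0.02 of Fig 2C. The 95 higher and 56 lower calls became 61 and 49 at a mean of 10 CPM, with fewer miRNAs tested, 58 and 29 at an adjusted p of 0.05, and 35 and 18 at 0.02; leaving out one library gave 77 to 103 higher and 46 to 67 lower. DESeq2 called 64 and 41, edgeR 82 and 61. The replicate block gave 106 and 73. Rescaling to a sum of 1000000 moved the median log2 fold change of all miRNAs to 0.19, and rescaling to miRNAs under 5% to -0.14, from 0.02. mmu-miR-20a-5p passed at 0.52 with a sum of 1000000, 0.35 with median-of-ratios factors, 0.34 with the replicate block and 0.33 in edgeR with the block; without one library it was 0.23 to 0.45, passing without T cell blasts 1 (adjusted p 0.11 to 0.58 over all alternatives). mmu-miR-155-3p passed only in edgeR with the block (-1.45), and without one library was -2.30 to -0.36. mmu-miR-147-3p lost its call at a sum of 1000000 (-0.77), and without one library was -1.24 to -0.47. The paired fits changed no other transferred miRNA's call. With an estimated correlation 0 of the 3 lists that passed in camera still did, and the Dlk1-Dio3 list also missed at a mean of 10 CPM (adjusted p = 0.0713). The median difference in log2 fold change between minor and major arms was -0.29 (exact sign test, p = 0.114), and passed at a minor arm mean of 10 CPM (-0.45, p = 0.0271), without replicate 5 in both groups (-0.46, p = 0.00683, added after seeing the data) and without 5 of the 6 single libraries (-0.43 to -0.23 over all 6; p = 0.307 without T cell blasts 1). The comparison of arms was noticed in part of these same values, so its sign tests are not independent of them. These tests also count precursors, which share the same 6 libraries, so their p does not measure variation between replicates. The Spearman correlation of the groups was 0.87 to 0.88. The causes of these changes were not tested.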

Differences from the paper's values

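At the adjusted p of 0.02 of Fig 2C, the paper's Dataset EV2 lists 60 miRNAs higher and 44 lower in small EVs, where limma gave 35 and 18, and 15 to 30 and 5 to 14 without one library. The paper's methods name edgeR for the testing, with a blocking variable where needed, and do not say whether this comparison had one. Limma without a block, the main fit here, is thus another method. Of the alternatives set before the deposited values were opened, edgeR on recovered reads with the replicate block came within 1.5 times of both (61 and 38). Libraries rescaled to a sum of 1000000 (52) and limma with the replicate block (47) did so for the higher miRNAs only, and the other alternatives for neither. At 0.2 the paper's table gives 97 higher and 81 lower, against 95 and 56 here, and 143 of the 151 calls here are shared with it in the same direction.

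The paper describes mmu-miR-20a-5p as significantly more abundant in EVs (Fig EV3A), from an unpaired Student's t test marked at P < 0.05. The legend names no adjustment. That t test was not run here, so whether these values pass in it was not checked. The paper's Dataset EV2 gives this miRNA an unadjusted p of 0.0745 and an adjusted p of 0.19. Here the log2 fold change was 0.34 with an adjusted p of 0.216 (limma), in the same direction but not past 0.2. It passed with libraries rescaled to a sum of 1000000 (0.105), with median-of-ratios size factors (0.191), with the replicate block in limma (0.188) and in edgeR (0.158), and without T cell blasts 1 (0.141), and not in the other alternatives. For mmu-miR-25-3p and mmu-miR-147-3p, Dataset EV2 gives adjusted p values of 0.00153 and 6.24e-05, past the 0.02 of Fig 2C, where limma gave 0.0253 and 0.157, past 0.2 but not 0.02 and in the same directions. Both passed 0.02 with the replicate block in limma (0.0186 and 0.0108) and in edgeR (0.00088 and 1.34e-05). In Dataset EV2 mmu-miR-155-3p is lower in EVs with the paper's adjusted p of 0.121, where limma gave 0.427 and edgeR with the block 0.172.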

Other observations

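Among other families, 4 of 9 let-7 miRNAs were higher in small EVs, among them let-7a-5p and miR-98-5p, and 1 was lower, let-7d-5p. Of the 4 miR-181 miRNAs 3 were higher, miR-181a-5p, miR-181b-5p and miR-181d-5p, whereas miR-181c-5p fell from 3238 to 1943 CPM (log2 fold change -0.74, standard error 0.12, adjusted p = 0.00559, limma). With libraries rescaled to miRNAs under 5%, 3 let-7 miRNAs were higher and 2 lower, and 2 miR-181 miRNAs were higher and 1 lower. The call of let-7d-5p was lost with libraries rescaled to a sum of 1000000 (adjusted p = 0.396), without small EVs 2 (0.235) and in DESeq2 (0.226), that of miR-181d-5p with libraries rescaled to miRNAs under 5% (0.297), and that of miR-181a-5p without small EVs 1 or 2 (0.228 and 0.239). Of 8 miR-29 and miR-30 miRNAs 2 were higher and 3 lower, of 6 miR-15 and miR-16 miRNAs 1 was higher and 1 lower, and of 5 in the miR-23, miR-27 and miR-24 family none passed in the main limma fit (0 at an unadjusted p under 0.05, 1 in edgeR and 0 in DESeq2 on the recovered reads). These counts were the same adjusted over each list alone, and none of these lists passed in camera. They depend on the fit. With libraries rescaled to miRNAs under 5%, miR-29 and miR-30 had 0 higher and 4 lower, miR-15 and miR-16 had 0 higher and 2 lower, and the miR-23, miR-27 and miR-24 family had 0 higher and 2 lower. The higher calls of the first 2 lists were also lost without T cell blasts 2 or 5 and without small EVs 1 or 2. In the third, 2 were lower with the replicate block and without T cell blasts 1 or small EVs 5, and 2 were higher without T cell blasts 5.

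Of the other lists, 1 of 2 measured myeloid miRNAs was higher (miR-223-3p, with 1 read in the cells and a ratio of 13.5, 95% counting interval 2.18 to 556) and 1 lower, 1 of 6 epithelial miRNAs was higher (miR-141-3p), 1 of 3 liver and serum miRNAs was higher (miR-451a), and 2 of 33 Sfmbt2 miRNAs were higher and 4 lower. Adjusted over the list alone, the Sfmbt2 list had 1 higher and 4 lower, and the other counts were the same. With that adjustment the 4 lower became 0 or 1 with any single library left out, and 0 with libraries rescaled to a sum of 1000000. Adjusted over all miRNAs, 3 to 6 were lower without one library, and 4 at a sum of 1000000. The camera adjusted p of the miR-17~92 list was 0.558. miR-150-5p, a miRNA of mature lymphocytes, was 20089, 17520 and 4647 CPM in T cell blasts 1, 2 and 5 and 14554, 11793 and 4844 CPM in small EVs 1, 2 and 5 (adjusted p = 0.786, limma, and 0.182 with the replicate block).

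The log2 fold change from cells to small EVs was lower for the minor arm than for the major arm in 67 of 116 precursors (exact sign test, p = 0.114), which did not pass. This pattern was noticed in part of the same values, so its tests are not independent of them. The sign tests also count precursors measured in the same 6 libraries, which are not independent replicates. The minor arms' median log2 fold change of -0.0663 lay within -0.12 to 0.32, the central 95% of 10000 sets matched on abundance, as low read numbers would give. But the difference was larger, and passed, at a minor arm mean of 10 CPM (43 lower and 24 higher, exact sign test, p = 0.0271), so low read numbers stay open as a cause. Without precursors of the other-tissue lists, a test added after seeing the data, the exact sign test gave p = 0.255, which does not decide because the difference had not passed with them.

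The real split of the 6 libraries called 151 miRNAs, and the highest of the other splits called 2. Each other split puts cells and small EVs in both groups, so their difference adds to the spread within groups and few calls follow. The low counts thus do not show how many calls would arise without a difference. The real split was the 1 of 10 splits with so many, and 10 splits are too few for a share under 0.05. The other splits that part all 3 pairs of same-numbered libraries called 0 in limma, with 7 to 15 miRNAs at an unadjusted p under 0.05.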
